# MicroRNA Expression Profile in Bovine Granulosa Cells of Preovulatory Dominant and Subordinate Follicles during the Late Follicular Phase of the Estrous Cycle

**DOI:** 10.1371/journal.pone.0125912

**Published:** 2015-05-19

**Authors:** Samuel Gebremedhn, Dessie Salilew-Wondim, Ijaz Ahmad, Sudeep Sahadevan, Md Munir Hossain, Michael Hoelker, Franca Rings, Christiane Neuhoff, Ernst Tholen, Christian Looft, Karl Schellander, Dawit Tesfaye

## Abstract

In bovine, ovarian follicles grow in a wave-like fashion with commonly 2 or 3 follicular waves emerging per estrous cycle. The dominant follicle of the follicular wave which coincides with the LH-surge becomes ovulatory, leaving the subordinate follicles to undergo atresia. These physiological processes are controlled by timely and spatially expressed genes and gene products, which in turn are regulated by post-transcriptional regulators. MicroRNAs, a class of short non-coding RNA molecules, are one of the important posttranscriptional regulators of genes associated with various cellular processes. Here we investigated the expression pattern of miRNAs in granulosa cells of bovine preovulatory dominant and subordinate follicles during the late follicular phase of bovine estrous cycle using Illumina miRNA deep sequencing. In addition to 11 putative novel miRNAs, a total of 315 and 323 known miRNAs were detected in preovulatory dominant and subordinate follicles, respectively. Moreover, in comparison with the subordinate follicles, a total of 64 miRNAs were found to be differentially expressed in preovulatory dominant follicles, of which 34 miRNAs including the miR-132 and miR-183 clusters were significantly enriched, and 30 miRNAs including the miR-17-92 cluster, bta-miR-409a and bta-miR-378 were significantly down regulated in preovulatory dominant follicles. In-silico pathway analysis revealed that canonical pathways related to oncogenesis, cell adhesion, cell proliferation, apoptosis and metabolism were significantly enriched by the predicted target genes of differentially expressed miRNAs. Furthermore, Luciferase reporter assay analysis showed that one of the differentially regulated miRNAs, the miR-183 cluster miRNAs, were validated to target the 3´-UTR of *FOXO1* gene. Moreover *FOXO1* was highly enriched in granulosa cells of subordinate follicles in comparison with the preovulatory dominant follicles demonstrating reciprocal expression pattern with miR-183 cluster miRNAs. In conclusion, the presence of distinct sets of miRNAs in granulosa cells of preovulatory dominant and subordinate follicles supports the potential role of miRNAs in post-transcriptional regulation of genes involved in bovine follicular development during the late follicular phase of the estrous cycle.

## Introduction

Bovine follicular development is a highly orchestrated, periodic and gonadotropin-dependent process which starts with the activation of resting follicles gradually leading to the growth and development of a preovulatory follicle accompanied by sequential differentiation of oocyte and the surrounding somatic cells [1]. In cattle, recruitment of growing follicle, selection and growth of leading follicles, ovulation of the preovulatory dominant follicle and degeneration of anovulatory subordinate follicles undertake in a wave-like fashion with typically 2 or 3 follicular waves per estrous cycle [2,3]. The first follicular wave emerges soon after ovulation, whereas the second and third follicular waves start to emerge 8–9 and 15–16 days post ovulation, respectively [4]. The dominant follicle of the wave which coincides with a sharp rise of luteinizing hormone (LH-surge) becomes ovulatory, while the remaining follicles of both the first and second waves eventually undergo follicular atresia [4].

Follicular recruitment, selection, dominance and ovulation are tightly regulated by endocrine and paracrine hormones, among which the follicle stimulating hormone (FSH) and luteinizing hormone (LH) play crucial roles [5]. Throughout the estrous cycle granulosa cells undergo several developmental changes. During the early stage of the cycle, granulosa cells of small growing follicles secret inhibin and acquire follicle stimulating hormone receptors (*FSHR*). Granulosa cells of dominant follicles acquire LH receptors (*LHCGR*) and secrete more estradiol than the subordinate follicles, triggering the LH surge that allows it to develop into preovulatory follicle. These synergistically coordinated actions of hormones induce tremendous morphological reorganization and functional changes in the oocyte and its companion somatic cells, which lead to cellular differentiation and give rise to a developmentally competent oocyte.

Cellular differentiation that occurs during follicular development are regulated by the expression and interaction of multitude of genes in spatio-temporal manner in different compartment of the follicle: granulosa cells [6,7], theca cells [8], follicular fluid and oocyte [9]. Nevertheless, understanding the post-transcriptional regulation of genes in follicular cells at different stages of follicular development would help us to understand the molecular mechanisms underlying follicular recruitment, selection, ovulation and follicular atresia in more depth.

MicroRNAs (miRNAs) are class of endogenous short non-coding RNA molecules, ~22-nucleotides (nt) long that post-transcriptionally regulate expression of genes by either degrading the mRNA or translational repression [10]. Previously, we have shown the presence of distinct set of miRNAs in bovine ovary [11] and spatio-temporal expression of miRNAs in bovine oocytes, cumulus cells and preimplantation embryos [12,13]. Interestingly, both bovine oocyte and cumulus cells were found to be interdependent on each other for signals affecting the activity of miRNAs [12].

Similarly, involvement of miRNAs in mouse LH-induced luteinization and ovulation was demonstrated in mural granulosa cells after LH/hCG stimulation [14]. In addition, association of selected candidate miRNAs with follicular selection, maturation and ovulation in mare granulosa cells and follicular fluid derived from ovulatory dominant, largest subordinate and anovulatory dominant follicles has been demonstrated by Schauer *et al*. [15]. Despite the fact that follicular development in mammalian species is regulated by spatio-temporal expression of genes [9], little is known about the abundance of larger set of miRNAs in follicular cells.

Recently, we reported the expression pattern of miRNAs in granulosa cells of subordinate and dominant follicles and the possible association with follicular recruitment, selection and dominance during the early luteal phase of bovine estrous cycle [16]. Nonetheless, information on the abundance of regulatory miRNAs in granulosa cells of bovine preovulatory dominant and subordinate follicles during the follicular phase of the estrous cycle is missing. Thus, we aimed to examine differences in miRNA abundance in bovine granulosa cells derived from preovulatory dominant and subordinate follicles obtained at day 19 of the bovine estrous cycle. Moreover, the potential role of miRNAs in ovulation and follicular atresia is elucidated by predicting significantly enriched canonical pathways by predicted target genes of differentially expressed miRNAs.

## Materials and Methods

### Experimental animals and estrous synchronization

Handling of experimental animals was in accordance with the 1972 German law of rules and regulations of animal protection. The experiment was licensed by the animal welfare office of the University of Bonn with proposition number 84–02.05.20.12.075. Healthy Simmental heifers (n = 7) aged between 15 and 20 months and weight range of 380 to 500 kg were used for this study. Animals were housed in the same herd and farm with free-stall barn fitted with slotted floors and cubicles lined with rubber mats. Heifers were synchronized according to standard synchronization protocols as previously described [16,17]. Briefly; all experimental heifers were pre-synchronized by intramuscular (IM) administration of 500 mg of prostaglandin 2-alpha (PGF_2α_)-analogue; cloprostenol (Estrumate, Munich, Germany) twice within 11 days. Two days after each of the PGF_2α_ treatments animals received 0.02 mg of gonadotropin releasing hormone (GnRH)-analogue; buserelin (Receptal; Intervet, Boxmeer, The Netherlands). Common signs of oestrus were visually monitored three times a day. The day at which animals exhibit oestrus was considered as day 0. Finally, synchronized heifers were slaughtered 19 days after the onset of oestrus using a standard scarifying procedure at a local slaughter house.

### Ovary collection and Follicle categorization

Ovaries were retrieved and immediately transported in thermos flask containing warm (37°C) physiological saline solution (0.9% NaCl) solution. Up on arrival, ovaries were repeatedly washed with warm (0.9% NaCl), rinsed in 70% ethanol for 30 seconds and washed again three times with warm saline solution. Ovaries were visually inspected for the presence of one bigger preovulatory dominant follicle and several other subordinate follicles. Ovary samples of 2 cows lacking preovulatory dominant follicles were excluded from the experiment. Follicles were carefully isolated from ovaries by dissecting using scissors and forceps and were categorized according their external surface diameter as previously described in Fortune et al. [3] and Ireland et al. [18] with minor modifications. Briefly; follicles with external surface diameter of 12 mm and above were categorized as preovulatory dominant and follicles with surface diameter ≤ 11 mm were considered as subordinate.

### Granulosa cells, Theca cells, Cumulus-Oocyte-Complex and Follicular Fluid collection

Each of the retrieved preovulatory dominant and subordinate follicles were dissected into two halves and follicular contents were released into a sterile plastic petri dish. Cumulus-oocyte-complexes (COC) were recovered, transferred into separate tubes and stored -80°C for further analysis. Follicular fluid samples devoid of COC were transferred into 15 ml sterilized falcon tubes and centrifuged at 750*xg* for 7 minutes to separate the granulosa cells pellet from follicular fluid supernatant. Follicular fluid samples were transferred into separate tube and stored at -80°C until further use. Granulosa cells pellets were washed twice with PBS (without Ca²^+^ and Mg²^+^) and stored at -80°C for further analysis.

Similarly, theca cell layers were gently scraped from both the preovulatory dominant and the subordinate follicles as previously described [19] with minor modification. Briefly; follicle halves were examined under dissecting microscope and theca cell layers (theca interna and theca externa) were gently peeled away from the basal membrane using forceps. Theca cell samples were repeatedly washed with PBS (without Ca²^+^ and Mg²^+^) to avoid granulosa cells contamination. Finally, theca cell samples were transferred into 0.65 ml sterilized tubes containing RNAlater solution (Sigma-Aldrich, Steinheim, Germany) and stored in -20°C until further processing.

### Total RNA isolation and quality control

Total RNA enriched with miRNAs was isolated from granulosa cells, theca cells and follicular fluid samples of both preovulatory dominant and subordinate follicles using the miRNeasy mini kit (Qiagen GmbH, Hilden, Germany) according to manufacturer’s instruction. On-column DNA digestion was performed to remove genomic DNA contamination using RNase-free DNase (Qiagen GmbH, Hilden, Germany). Similarly, total RNA from COC was isolated using AllPrep DNA/RNA Micro Kit (Qiagen GmbH, Hilden, Germany) following manufacturer´s protocol. RNA concentration and integrity were assessed by NanoDrop 8000 spectrophotometer (NanoDrop technologies, Wilmington, DE, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), respectively. Finally, total RNA samples of granulosa cells were pooled to generate biological triplicates and used for library preparation and miRNA deep sequencing. RNA samples from theca cell, COC and follicular fluid were used to determine the expression pattern of selected differentially expressed miRNAs in granulosa cells of preovulatory dominant follicles.

### Purity of isolated Granulosa cells

Purity of isolated granulosa cell was assessed by analysing the presence of granulosa cell specific marker gene (*FSHR*) and absence of theca cell specific marker gene (*CYP17A1)*. For this, specific primers targeting *FSHR*, *CYP17A1* and *GAPDH* were designed using primer3web version 4.0.4 (http://bioinfo.ut.ee/primer3/) (S1 Table). Complementary DNA (cDNA) was synthesized using First Strand cDNA Synthesis Kit (Thermo scientific, MA, and USA) according to manufacturer´s instruction. Briefly; 1 μg of total RNA samples isolated from granulosa cells was mixed with 1 μl of oligo(dT)_18_ were incubated at 65°C for 5 minutes. Nine μl of master mix (4 μl of 5X reaction buffer, 1 μl RiboLock RNase inhibitor, 2 μl of 10 mM dNTP mix and 2 μl of M-MuLV Reverse Transcriptase) was added to the RNA template and incubated at 37°C for 60 minutes. Reactions were terminated by heating at 75°C for 5 minutes. Finally, polymerase chain reaction (PCR) was set with thermocycling conditions of: pre-incubation at 95°C for 5 min, 40 cycles of denaturation at 95°C for 30 s, annealing at 55°C (*FSHR* and *GAPDH*) and 57°C (*CYP17A1*) for 30 s, extension at 72°C for 1 min and final extension at 72°C for 10 min. The PCR product was mixed with loading buffer and loaded into 2% agarose gel stained with Ethidium bromide (EtBr) and visualized under UV on Gel Doc XR+ imaging system (BIO-RAD, München, Germany) to detect the presence or absence of gene specific bands.

### Library preparation and miRNA deep sequencing

MiRNA library preparation and miRNA deep sequencing was performed by a commercial company GATC BioTech AG (Konstanz, Germany) according to the Illumina small RNA sample preparation protocol. One μg of miRNA enriched total RNA samples from granulosa cells were subjected to construction of tagged miRNA sequencing libraries using TruSeq Small RNA Sample Prep Kit according to manufacturer’s instructions. Briefly; specific 3´and 5´ RNA adapters (S1 Table) were ligated to each end of the RNA template followed by purification of the 1^st^ and 2^nd^ adapter ligation products. The 3´ RNA adapter is modified in a way to capture miRNAs and other small RNA species in the sample. Single stranded cDNA was synthesized by reverse transcription using RT primers (S1 Table). cDNA samples were amplified by PCR using specific primers (S1 Table). PCR products were gel purified and band fraction size range of 140–160 nucleotides were excised using clean scalpel. Finally, single read clusters were generated and sequencing was performed on Illumina HiSeq 2000 in single read mode with read length of 50 bases. Base-calling, data filtering and index sorting were performed by the CASAVA Pipeline version 1.8.0. Raw FASTQ sequence reads of 50 nucleotides length were obtained.

### Sequence Quality control and pre-processing

FASTQ files were subjected to preliminary sequence quality control procedures using FASTQC version 0.10.0 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Per base sequence quality and per sequence quality scores were thoroughly inspected. The 5´ adapter, 3´ adapter, RT primers, PCR primers and their corresponding reverse complementary sequences were trimmed. Moreover, sequence reads with Phred score lower than 18 and sequence reads shorter than 18 bp after trimming were removed from all the data sets using both Cutadapt [20] (https://code.google.com/p/cutadapt/) and Seqtk tools (https://github.com/lh3/seqtk). The raw FASTQ files and processed CSV files have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE56002.

### Sequence read alignment and detection of bovine miRNAs

Detection of both known and novel miRNAs was elucidated using miRDeep2.0.0.5 software package [21]. The *Bos taurus* genome release 72 was downloaded from ensemble genome browser (ftp://ftp.ensembl.org/pub/release-72/fasta/bos_taurus/dna/) and indexed with Bowtie 1.3 [22] (http://sourceforge.net/projects/bowtie-bio/files/bowtie2/2.1.0/). Moreover, the FASTA file of all matured bovine miRNA, precursor bovine miRNAs and miRNAs of other species (human, mouse and rat) were downloaded from miRBase database (release 20: June 2013) (http://mirbase.org/ftp.shtml). Sequence reads were mapped to bovine reference genome and aligned sequence reads were blasted against both mature and precursor miRNAs of bovine, human, mouse and rat.

### Prediction of novel miRNAs

Novel miRNAs and their respective read counts were inferred using miRDeep2 software package as described in [23]. MiRDeep2 predicts the probability of unannotated sequence being novel miRNA based on the genomic context which surrounds the sequence and the capability of the sequence to fold into hairpin structure with low free energy [21]. Secondary structure of miRNA precursor was predicted using RNAfold [24] and minimum free energy algorithm [25]

### Data normalization and differential expression of miRNAs

The workflow of miRDeep2 was followed to generate the expression data of all known miRNAs. Raw expression data was normalized as previously described [16]. Differences in the number of reads in each sample were normalized using DESeq2 by generating a “hypothetical reference” with read count equals to the geometric mean of read count of all samples. DESeq2 uses a negative binomial distribution model to count on the biological and technical variability among samples. Finally, the normalized read count of each miRNA in each sample was obtained by dividing the read count each miRNA to the geometric mean of all samples. Analysis of differentially expressed miRNAs was designed in a way to evaluate the differences in miRNA expression in granulosa cells derived from preovulatory dominant and their subordinate follicles counterparts. Differential expression of miRNAs was calculated from read count data using the DESseq2 of the R package as described [26]. MiRNAs with log_2_ fold change differences ≥ 1, *p*_-_value ≤ 0.05 and false discovery rate (FDR) ≤ 0.1 were considered as statistically significantly differentially expressed. PermutMatrix was used for clustering analysis and heat map generation of differentially expressed miRNAs [27]

### MiRNA target gene prediction and functional annotation

Interaction between differentially expressed miRNAs and their target mRNA was predicted using miRecords; a widely used web-based database to predict animal miRNA-target mRNA interactions [28]. Target genes that were predicted by at least 4 target prediction algorithms within miRecords were filtered for further analysis. For miRNAs whose target genes were not available in miRecords were searched in miRDB [29] and targetscan cow release 6.2 [30]. Following this, the list of predicted target genes of individual miRNAs were imported to DAVID Bioinformatics systems; a freely available bioinformatics tool (http://david.abcc.ncifcrf.gov/). Gene ontology (GO) and canonical pathways significantly enriched by the predicted target genes of each miRNAs were identified. Canonical pathways were identified from the Kyoto Encyclopaedia of Genes and Genomes (KEGG) database [31].

### Validation of candidate miRNAs using qPCR

Nine differentially expressed candidate miRNAs identified by NGS (bta-miR-132, bta-miR-212, bta-miR-21-3p, bta-miR-96, bta-miR-182, bta-miR-221, bta-miR-335, bta-miR-708 and bta-miR-214) were randomly selected for quantitative real time PCR (qPCR) validation. Furthermore, the relative abundance of these candidate miRNAs was assessed in theca cells, COC and follicular fluid. For this, first strand cDNA was synthesized from equal amount of total RNA input using miRCURY LAN Universal cDNA synthesis kit (Exiqon, Vedbaek, Denmark) according to the manufacturer´s instruction. cDNA templates were 40X diluted using nuclease free water. 4 μl of diluted cDNA template was mixed with 5 μl of ExiLENT SYBR Green Master mix and 1 μl of PCR primer mix (Exiqon, Vedbaek, Denmark). QPCR amplification was performed in a StepOnePlus Real-Time PCR systems (Applied Biosystems, Foster City, CA, USA) with the thermocycling conditions of initial heating at 95°C for 10 minute followed by 40 cycles of amplification step at 95°C for 10 s and 60°C for 1 min. Melting curve analysis was performed to assess specific amplification of primers.

### Plasmid Construction

To experimentally validate the Insilco target gene prediction of differentially expressed miRNAs, we selected the miR-183 cluster miRNAs (bta-miR-183, bta-miR-182 and bta-miR-96); which are predicted to target the Forkhead box protein O1 (*FOXO1*) gene. For this we constructed plasmid DNA containing part of the 3′-UTR of bovine *FOXO1* gene harbouring the putative miRNA binding sites for bta-miR-183, bta-miR-182 and bta-miR-96. The 3´-UTR DNA fragment was amplified from genomic DNA of bovine granulosa cell using specific primers (S1 Table). Simultaneously, mutant *FOXO1* 3´-UTR constructs with mutations on target recognition sites of miR-183, miR-182 and miR-96 were generated. The wild-type and mutant *FOXO1* 3´-UTR were cloned between the *SacI/XhoI* restriction sites downstream of the pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega, Madison, WI, USA). Presence of miRNA binding sites in the plasmid constructs were confirmed by sequencing before and after cloning.

### Luciferase reporter assay

Primary granulosa cells were cultured in 24-well plate as previously described [32]. Sub-confluent (70–80% confluent), cultured cells were co-transfected with *FOXO1* wild-type or mutant 3´-UTR reporter constructs and bta-miR-183/182/96 miRNA mimics using lipofectamine 2000 (Invitrogen, Darmstadt, Germany). Cells were lysed 24 hours post transfection and activity of firefly and Renilla Luciferase were determined using Dual-Glo luciferase assay kit (Promega, Madison, WI, USA). Data was calculated as the ratio of Firefly luciferase to Renilla activity.

### Quantification of genes targeted by miR-183 cluster using qPCR

Primers of the predicted target genes; *FOXO1* was designed from the reference mRNA sequence using primer3 program (S1 Table). Total RNA isolated from granulosa cells of preovulatory dominant and subordinate follicles was used to synthesize cDNA as described above. Then, a PCR master mix comprising of 7.4 μl ddH2O, 0.3 μl of forward primer, 0.3 μl of reverse primer and 10 μl of 1x SYBR Green I master mix (Bio-Rad) was mixed with 2 μl of cDNA template to make a reaction volume of 20 μl. Finally, thermo cycling conditions were set to 3 min at 95°C followed by 40 cycles of 15 seconds at 95°C and 1 min at 60°C. Melting curve analysis was performed to assess specific amplification of primers.

### Statistical analysis

Expression data of selected candidate miRNAs generated by qPCR in granulosa cells, theca cells, cumulus-oocyte-complex and follicular fluid derived from preovulatory dominant and subordinate follicles was analyzed using the comparative threshold cycle (Ct) method [33]. Expression data was normalized against the geometric mean of the expression of 2 endogenous reference miRNAs; 5*s* Ribosomal RNA (*5s* rRNA) and *U6* small non-coding small nuclear RNA (*U6* snRNA). Similarly, expression of target mRNA in granulosa cells of preovulatory dominant and subordinate was analysed using the comparative threshold cycle (Ct) method [33]. Expression data of target mRNA was normalized against the expression of *GAPDH*. Two-tailed student´s *t*-test was performed to discover statistical differences in the mean expression value between treatment groups and statistical significance was defined at *p*-value ≤ 0.05. GraphPad prism 5 (GraphPad, San Diego, CA) was used to plot the relative expression of selected miRNAs and mRNA. QPCR was performed in biological triplicates and relative expression values are presented as mean ± SD of normalized Ct values.

## Results

A total of 5 preovulatory dominant and 76 subordinate follicles were obtained from 5 experimental animals. The mean surface diameter of retrieved preovulatory dominant follicles (15.4 ± 3.68 mm) was significantly different (*p* < 0.001) compared to the mean surface diameter of subordinate follicles (6.53 ± 0.99 mm). Moreover, analysis on the purity of isolated granulosa cells from these two follicular categories showed strong presence of granulosa cell specific marker gene (*FSHR*) and a very negligible level of theca cell specific marker gene (*CYP17A1*) in all samples (S1 Fig).

### Characterization of miRNA deep sequencing data

To investigate the involvement of miRNAs in bovine follicular development specifically during the preovulatory stage, 6 miRNA sequencing libraries were generated using granulosa cells derived from preovulatory dominant and subordinate follicles. 

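Granulosa cells are the somatic cells that line the inside of the follicle, and their RNA was pooled by the authors into 3 libraries from preovulatory dominant follicles and 3 from subordinate follicles, all of day 19 of the estrous cycle. The authors counted the sequence reads of each library on the known mature bovine miRNAs with the miRDeep2 workflow, after trimming adapters, removing short and low-quality reads and mapping to the bovine genome. The deposited values are whole numbers of reads without normalization. Each library has 906 rows, 1 for each pair of a mature miRNA and a precursor, and these rows hold 755 mature miRNA names. A mature miRNA that can come from several precursors is listed once per precursor, which applied to 73 names. Summed over all rows, the libraries of preovulatory dominant follicles held between 255260 and 428716 reads (median 345689), and those of subordinate follicles held 459794, 520377 and 420913 reads (median 459794). With 1 value per mature miRNA, the largest of its rows, the totals were 259857, 190385 and 311842 in preovulatory dominant follicles and 330310, 364125 and 306932 in subordinate follicles. All read counts of a miRNA given here use that 1 value, and shares use the sum over all rows as denominator. Normalized counts are given as CPM, edgeR's scaling of every library to a common size. By total count alone, 3 reads equal between 9.62 and 15.8 CPM in the libraries of preovulatory dominant follicles. In those of subordinate follicles they equal between 8.24 and 9.77 CPM. With edgeR's TMM factors, used for the printed CPM, the bounds are 9.55 and 13.9, and 8.86 and 10.6, respectively. A miRNA below this level cannot be told from an absent one. Differential expression was tested on the counts with edgeR's quasi-likelihood test after TMM normalization, over the 353 miRNAs detected in at least 1 group. The thresholds were the paper's, an absolute log2 fold change of at least 1, p of at most 0.05 and a false discovery rate of at most 0.1. The choices that could change the numbers are the treatment of repeated precursor rows, the low-count filter, the normalization and the test. The replicate numbers of the sample labels are the same in both groups, and a fit with the replicate number as a block was made beside the main fit.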

Libraries were sequenced using the Illumina HiSeq2000 small RNA deep sequencing technology and 50 bases long sequence reads were generated. Accordingly, 8.2 and 8.9 million reads were obtained from libraries of the preovulatory dominant and subordinate follicles, respectively. After filtering low-quality reads and empty adaptors, the mean quality read of the biological triplicates was 2.4 and ~3 millions in preovulatory dominant and subordinate follicle libraries, respectively. Quality filtered sequence reads were used for detection of known annotated and prediction of novel miRNAs. From all reads which passed the quality control criteria, 663,338 reads in preovulatory dominant and 928,373 in subordinate follicles were mapped to the bovine reference genome, comprising 27.6 and 31.4% of the total quality reads obtained, respectively. 

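The reads assigned to known miRNAs, summed over all rows of the files, averaged 343222 ± 86754 (SD, n = 3) in preovulatory dominant follicles and 467028 ± 50125 (SD, n = 3) in subordinate follicles. For miRNAs with several precursors, the rows beyond the 1 used here made up between 24.8 and 27.3% of that sum in preovulatory dominant follicles. In subordinate follicles they made up between 27.1 and 30.0%. With 1 value per mature miRNA, the libraries held between 190385 and 311842 reads in preovulatory dominant follicles and between 306932 and 364125 in subordinate follicles. The smallest library was replicate 2 of the preovulatory dominant follicles and the largest was replicate 2 of the subordinate follicles.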

Furthermore, 343,221 reads in preovulatory dominant and 467,028 in subordinate follicles were found to be similar with known bovine miRNAs reported in miRBase release 20 (Table 1).

**Table 1:** Summary of sequence reads alignment to bovine reference genome and known miRNAs annotated in miRBase.

Group	SampleID^*^	Total number of QC reads	Number of mapped reads ^€^	Mapped reads(%)	Reads Aligned to known miRNAs	Aligned to Known miRNAs ^£^(%)
Dominant follicle	D1	1,925,662	599,377	31.1	345,689	57.7
	D2	1,967,061	392,924	20.0	255, 260	65.0
	D3	3,161,472	997,715	31.6	428,716	43.0
Subordinate follicle	S1	3,069,606	861,596	28.1	459,794	53.4
	S2	2,895,393	939,835	32.5	520,377	55.4
	S3	2,922,775	983,688	33.7	420,913	42.8

^*^: D1, D2, D3 denote for biological triplicates of preovulatory dominant follicles and S1, S2, S3 denote for biological triplicates of subordinate follicles

^**€**^: Number of quality filtered reads aligned to bovine reference genome release 72.

^**£**^: Proportion of mapped sequence reads aligned to known annotated miRNAs in miRBase release 20

### MiRNAs expressed in Granulosa cells of preovulatory dominant and subordinate follicles

MiRNAs with as least 1 read count in at least two of the three biological replicates were considered as detected. 

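With at least 1 read in at least 2 of the 3 replicates as the rule, 318 miRNAs were detected in preovulatory dominant follicles and 326 in subordinate follicles. Both groups shared 291 of these miRNAs, which is 82.4% of the 353 miRNAs detected in either group. The rule admits miRNAs with very few reads, and the libraries of subordinate follicles held more reads. When all libraries were randomly thinned to the total of the smallest (mean of 100 draws), the numbers became 304.43 for preovulatory dominant and 301.04 for subordinate follicles. The thinned libraries had 31.47 miRNAs detected only in preovulatory dominant and 28.08 only in subordinate follicles. The counts moved most when at least 5 reads in at least 2 replicates were required, which left 218 miRNAs in preovulatory dominant follicles, 229 in subordinate follicles and 203 in both.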

Accordingly, a total of 315 and 323 known bovine miRNAs were detected in preovulatory dominant and subordinate follicles, respectively of which 287 miRNAs were commonly detected in both sample groups. 

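In preovulatory dominant follicles only, 27 miRNAs met the detection rule. Their median of the mean read count was 1, and 3 of them had a mean of at least 5 reads. Of the 27 miRNAs, 18 also had reads in 1 of the 3 libraries of subordinate follicles, so they were below the rule there and not without reads. Bta-miR-96 was the most abundant of them, with 34, 19 and 24 reads in the libraries of preovulatory dominant follicles and 0, 0 and 1 in those of subordinate follicles. Bta-miR-122 had 4, 1 and 3 reads in preovulatory dominant follicles and 0, 0 and 1 in subordinate follicles, with a log2 fold change of 2.75 (standard error 1.04, adjusted p = 0.0956 from edgeR's quasi-likelihood test). Requiring at least 1 read in at least 1 replicate changed the number most, to 41 miRNAs, while requiring at least 5 reads gave 15.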

However, 28 miRNAs including bta-miR-96 and bta-miR-122 were found to be specific to preovulatory dominant. While, 36 miRNAs including bta-miR-409a and bta-miR-449b were unique to subordinate follicles.

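In subordinate follicles only, 35 miRNAs met the detection rule, with a median of the mean read count of 1.33. Among them 4 had a mean of at least 5 reads, and 21 also had reads in 1 of the 3 libraries of preovulatory dominant follicles. Bta-miR-409a had no read in the 3 libraries of preovulatory dominant follicles and 3, 3 and 4 reads in those of subordinate follicles. Bta-miR-449b likewise had no read in preovulatory dominant follicles and 2, 1 and 3 reads in subordinate follicles. With TMM factors, 3 reads equal 10.6, 13.9 and 9.55 CPM in the libraries of preovulatory dominant follicles. Bta-miR-409a had 10.9 ± 2.82 CPM (SD, n = 3) in subordinate follicles, which lies within this range. An absence of either miRNA could therefore not be shown at this depth. With at least 1 read in at least 1 replicate as the rule, the number unique to subordinate follicles rose to 65.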

The abundance of detected miRNAs showed a broader range both in the preovulatory dominant and subordinate follicles. 

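The mean read count of the detected miRNAs ran from 0.667 to 49007.7 in preovulatory dominant follicles, with a median of 23.2. In subordinate follicles it ran from 0.667 to 77730.3, with a median of 20.5.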

Among which, bta-miR-26a and bta-miR-10b were the two most abundantly expressed miRNAs with a read count of 49000 and 28169 in preovulatory dominant and 77,730 and 62,390 in subordinate follicles; accounting for 22.5 and 30% of the sequence reads aligned to known miRNAs, respectively. 

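Bta-miR-26a had a mean read count of 49007.7 ± 16573.7 (SD, n = 3) in preovulatory dominant follicles and 77730.3 ± 16882.5 (SD, n = 3) in subordinate follicles. Bta-miR-10b had 28168.7 ± 8589.8 reads (SD, n = 3) and 62390 ± 10436.2 reads (SD, n = 3), respectively. Together they made up 22.3 ± 1.65% (SD, n = 3) of the reads assigned to known miRNAs in preovulatory dominant follicles and 29.8 ± 2.69% (SD, n = 3) in subordinate follicles. Every library of subordinate follicles had a higher share than every library of preovulatory dominant follicles (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The denominator of these shares counts repeated precursor rows and the numerator does not. With 1 value per miRNA in the denominator the shares were 30.0 and 41.8%. Bta-miR-26a is listed under more than 1 precursor, and summing the precursor rows moved the shares most, to 36.4% and 46.4%. After TMM normalization bta-miR-10b was lower in preovulatory dominant follicles by a log2 fold change of -0.98 (standard error 0.17, adjusted p = 0.00425 from edgeR's quasi-likelihood test), and by -0.97 with the replicate block.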

Similarly, three isoforms of the let-7 family (bta-let-7a-5p, bta-let-7f and bta-let-7i) comprised 8.5 and 7.3% of sequence reads aligned to known miRNAs in preovulatory dominant and in subordinate follicles, respectively. 

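The read counts of bta-let-7a-5p, bta-let-7f and bta-let-7i in preovulatory dominant follicles averaged 10838.3 ± 3158.0, 9595.3 ± 2732.7 and 8695.7 ± 1969.2 (SD, n = 3 each). The corresponding averages in subordinate follicles were 11003.7 ± 947.3, 13331 ± 865.7 and 9734.7 ± 1998.9 reads (SD, n = 3 each). The 3 isoforms together took 8.46 ± 0.318% (SD, n = 3) of the reads assigned to known miRNAs in preovulatory dominant follicles and 7.32 ± 0.711% (SD, n = 3) in subordinate follicles. The groups did not overlap in this share (exact permutation test, p = 0.1, the lowest value possible with 3 against 3). With 1 value per miRNA in the denominator the shares were 11.4 and 10.2%, and the groups overlapped. Adding up the precursor rows of each isoform raised the shares to 17.1% and 14.6%, the largest change among the alternatives, because bta-let-7a-5p and bta-let-7f are each listed under several precursors.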

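A mean of fewer than 50 reads was found for 187 of the 318 miRNAs detected in preovulatory dominant follicles (58.8%). In subordinate follicles this applied to 194 of 326 miRNAs (59.5%). Under the stricter rule of at least 5 reads in at least 2 replicates, the number of detected miRNAs fell to 218 and 229, respectively.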

Nevertheless, the overwhelming majority of the detected miRNAs in both libraries had less than 50 read counts (S2 Fig). 

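In preovulatory dominant follicles the 10 miRNAs with the highest mean read count were, in descending order, bta-miR-26a, bta-miR-10b, bta-miR-202, bta-let-7a-5p, bta-let-7f, bta-miR-22-3p, bta-let-7i, bta-miR-21-5p, bta-miR-27b and bta-miR-191, from 49007.7 ± 16573.7 to 7700.3 ± 1804.6 reads (SD, n = 3). In subordinate follicles they were bta-miR-26a, bta-miR-10b, bta-miR-92a, bta-let-7f, bta-miR-27b, bta-miR-99b, bta-let-7a-5p, bta-let-7i, bta-miR-191 and bta-miR-143, from 77730.3 ± 16882.5 to 8397.7 ± 1884.9 reads (SD, n = 3). Bta-let-7i and bta-miR-21-5p differed by less than 1 read on average in preovulatory dominant follicles, far below the spread between replicates. The lists had 7 miRNAs in common. Ranking by TMM-normalized CPM also gave 7, and leaving out subordinate replicate 1 gave 6, the only change among the alternatives.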

Among the top 10 abundantly expressed miRNAs in each group, 7 miRNAs (bta-miR-26a, bta-miR-10b, bta-let-7a-5p, bta-let-7f, bta-let-7i, bta-miR-27b and bta-miR-191) were commonly expressed in both preovulatory and subordinate follicles (Table 2). List of all detected miRNAs with their normalized read count is indicated in (S2 Table).

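The paper's list holds 315 miRNAs for preovulatory dominant follicles, of which 314 names were found in the files. For 311 of these the 3 listed values were the same whole numbers as the deposited read counts, and 3 had another value. Of the 323 miRNAs the paper lists for subordinate follicles, all 323 were found, 321 had identical values and 2 had another value. Values that equal read counts carry the difference in depth between libraries, so fold changes were computed after TMM normalization.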

**Table 2:** List of Top 10 highly abundantly expressed miRNAs in granulosa cells of preovulatory dominant and subordinate follicles.

Preovulatory dominant follicle		Subordinate follicle	
miRNA ID	Average read count ^§^	miRNA ID	Average read count^§^
bta-miR-26a	48999.00	bta-miR-26a	77730.33
bta-miR-10b	28168.67	bta-miR-10b	62390.00
bta-miR-202	12209.00	bta-miR-92a	13653.33
bta-let-7a-5p	10838.33	bta-let-7f	13331.00
bta-let-7f	9595.33	bta-miR-27b	13194.67
bta-miR-22-3p	8710.33	bta-miR-99b	12241.33
bta-let-7i	8695.67	bta-let-7a-5p	11003.67
bta-miR-21-5p	8695.33	bta-let-7i	9734.67
bta-miR-27b	8476.67	bta-miR-191	8563.00
bta-miR-191	7700.33	bta-miR-143	8397.67

^§:^ The arithmetic mean of read counts of biological triplicates

### Expression pattern of miR-#-5p and miR-#- 3p arms

We found that majority of the detected miRNAs to be derived from the miR-#-5p arm of miRNA precursor. In our sequencing libraries, there were 36 and 39 miRNAs derived from the miR-#-3p arm of the miRNA precursor in preovulatory dominant and subordinate follicles, respectively. 

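Names ending in 3p were detected for 36 miRNAs in preovulatory dominant follicles and 39 in subordinate follicles. Names ending in 5p numbered 37 in each group, and 245 and 250 detected miRNAs, respectively, had names without an arm. The arm of origin of those miRNAs cannot be read from the files.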

Interestingly, 26 miR-#-5p/3p duplexes were detected, among them 22 duplexes were commonly expressed in both the dominant and subordinate follicles (Table 3). 

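Both arms were detected for 26 duplexes in at least 1 group, out of 75 pairs of 5p and 3p names in the files. Of these, 24 duplexes were detected in preovulatory dominant follicles, 25 in subordinate follicles and 23 in both. Several arms had few reads, and requiring a mean of at least 5 reads for both arms had the largest effect, with 17 duplexes in either group and 12 in both.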

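In preovulatory dominant follicles the mean read count of the 3p arm was below that of the 5p arm in 14 of 24 duplexes, above it in 8 and equal in 2. In subordinate follicles it was below in 15 of 25 duplexes, above in 8 and equal in 2. The 5p arm had more reads than the 3p arm in all 6 libraries for 11 duplexes. The numbers shifted most with a mean of at least 5 reads required of both arms, to 12 duplexes in preovulatory dominant and 10 in subordinate follicles.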

The expression of majority of the miR-#-3p arms is lower than their corresponding miR-#-5p arm. 

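The 3p arm of bta-let-7a had 27.3 ± 1.53 reads (SD, n = 3) in preovulatory dominant follicles and 34.3 ± 16.8 reads (SD, n = 3) in subordinate follicles. The 5p arm had 10838.3 ± 3158.0 and 11003.7 ± 947.3 reads (SD, n = 3 each). The log2 ratio of the 5p arm to the 3p arm, computed in each library after adding 1 read to both, was 8.48 ± 0.53 (SD, n = 6 libraries). It was above 0 in every library (exact sign-flip permutation test, p = 0.03125, the smallest p that 6 libraries allow). The test takes the libraries as independent, although both groups come from the same animals. No difference in the ratio was detectable between the groups (exact permutation test, p = 0.8). The largest shift came from leaving out subordinate replicate 3, to a ratio of 8.32.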

For instance, the expression of the 3p arm of bta-let-7a in dominant and subordinate follicles was 27 and 34 reads, respectively. Whereas, the expression of its corresponding 5p arm in dominant and subordinate follicles was 10,838 and 11,004 reads, respectively. MiRNAs like miR-151-5p and miR-126-5p exhibited similar level of expression as their corresponding 3p arms. 

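For bta-miR-151 the 5p arm had 1465 ± 265 reads and the 3p arm 1457 ± 321 reads (SD, n = 3) in preovulatory dominant follicles. In subordinate follicles the arms had 1971 ± 295 and 2187 ± 525 reads (SD, n = 3). Its log2 ratio of 5p to 3p was -0.058 ± 0.32 (SD, n = 6 libraries; exact sign-flip permutation test, p = 0.8125). Bta-miR-126 had far fewer reads, 26.7 ± 17 and 23 ± 14 for the 5p and 3p arms (SD, n = 3) in preovulatory dominant follicles. The subordinate follicles had 74.3 ± 15 and 56.3 ± 6.03 reads of these arms (SD, n = 3). Its log2 ratio was 0.26 ± 0.36 (SD, n = 6 libraries; exact sign-flip permutation test, p = 0.156). Without dominant replicate 3 the ratio of bta-miR-126 moved to 0.38, and without subordinate replicate 3 that of bta-miR-151 moved to -0.16. The paper gives bta-mir-126 as an example of a precursor whose 5p and 3p arms are both functional.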

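The 3p arm of bta-miR-22 had 8710 ± 1212 reads (SD, n = 3) in preovulatory dominant follicles against 20 ± 4.58 reads (SD, n = 3) of the 5p arm. In subordinate follicles the 3p arm had 1792 ± 296.2 and the 5p arm 2.33 ± 2.31 reads (SD, n = 3). The log2 ratio of 5p to 3p was -8.99 ± 0.60 (SD, n = 6 libraries), and it was negative in every library (exact sign-flip permutation test, p = 0.03125). The groups overlapped in this ratio (exact permutation test, p = 0.3). With a pseudocount of 0.5 reads in place of 1 it became -9.17, the largest change.

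**Figure D1:**
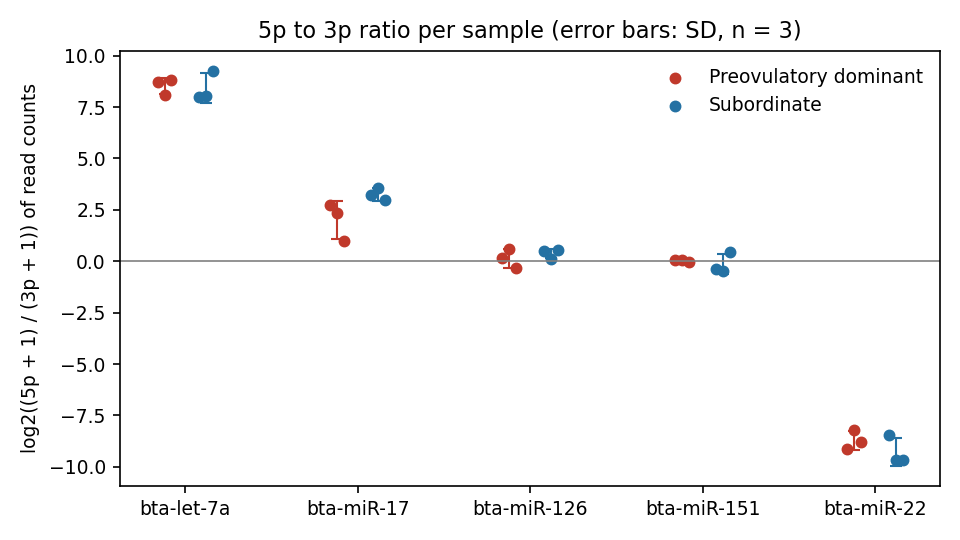
Log2 ratio of the read count of the 5p arm to that of the 3p arm (1 read added to both) for 5 duplexes, one point per library, preovulatory dominant follicles in red and subordinate follicles in blue, with bars of 1 SD around the mean (n = 3). Bta-let-7a and bta-miR-17 lie above 0 and bta-miR-22 below 0 in all 6 libraries, while bta-miR-126 and bta-miR-151 lie around 0.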

However, the expression level of miR-22-3p both in dominant and subordinate follicles was higher than miR-22-5p. Moreover, miR-199a-5p/3p and miR-2313-5p/3p duplexes were exclusively expressed in preovulatory dominant follicles and absent in subordinate follicles. 

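Reads of both bta-miR-199a arms were counted in both groups. The 5p arm had 123 ± 23.8 reads (SD, n = 3) in preovulatory dominant follicles and 263 ± 148 (SD, n = 3) in subordinate follicles, and the 3p arm had 244 ± 25.2 and 338 ± 60.8 (SD, n = 3 each). The log2 fold change of bta-miR-199a-5p was -0.93 (standard error 0.42, adjusted p = 0.162 from edgeR's quasi-likelihood test), and -0.76 with the replicate block. For bta-miR-199a-3p it was -0.27 (standard error 0.25, adjusted p = 0.46). Bta-miR-2313-3p had 209, 131 and 15 reads in the libraries of preovulatory dominant follicles and 2, 9 and 3 in those of subordinate follicles, a log2 fold change of 4.90 (standard error 1.01, adjusted p = 0.00906). Bta-miR-2313-5p had 10, 4 and 1 reads in preovulatory dominant and 0, 0 and 1 in subordinate follicles, with a log2 fold change of 3.67 (standard error 1.20, adjusted p = 0.0608). The log2 ratio of 5p to 3p was -0.74 ± 0.43 for bta-miR-199a and -2.98 ± 1.46 for bta-miR-2313 (SD, n = 6 libraries). The second ratio depended most on the pseudocount, and became -3.39 with 0.5 reads added.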

A representative miRNA precursor (bta-mir-126) with functional 5p and 3p arms is shown in S3 Fig.

**Table 3:** Expression pattern of miRNA-duplexes in preovulatory dominant and subordinate follicle libraries.

miRNA-Duplex^*^	Read count in Preovulatory Dominant follicles		Read count in Subordinate follicles	
	miR-#-5p	miR-#-3p	miR-#-5p	miR-#-3p
bta-let-7a	10838	27	11004	34
bta-mir-21	8695	399	4662	120
bta-mir-151	1465	1457	1971	2187
bta-mir-99a	687	12	1981	13
bta-mir-423	654	388	1081	806
bta-mir-424	460	69	87	12
bta-mir-6119	395	7	1015	20
bta-mir-425	164	9	143	10
bta-mir-199a	123	244	0	0
bta-mir-129	83	60	3	1
bta-mir-17	50	13	157	15
bta-mir-2483	35	7	17	10
bta-mir-126	27	23	74	56
bta-mir-22	20	8710	2	1792
bta-mir-1388	17	1	29	3
bta-mir-362	11	2	15	1
bta-mir-345	6	30	3	15
bta-mir-2313	5	118	0	0
bta-mir-503	5	8	4	4
bta-mir-193a	2	5	2	4
bta-mir-2320	2	2	2	1
bta-mir-2284t	1	5	3	14
bta-mir-411c	1	2	1	1
bta-mir-545	1	1	1	1
bta-mir-455	0	0	2	8
bta-mir-9	0	0	2	1

*: miRNA-duplex is the 5p and 3p arm of a single miRNA precursor

### Differentially expressed miRNAs in Granulosa cells of preovulatory dominant follicles

Comparison of the level of expression of all detected miRNAs was determined by calculating the ratio of the normalized expression values of each miRNA in both follicles. It was observed that majority of the detected miRNAs are equally expressed in both preovulatory and subordinate follicles (Fig 1). 

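With TMM-normalized means, the ratio of preovulatory dominant to subordinate follicles was at least 2 for 73 of 353 miRNAs (20.7%) and at most 0.5 for 77 (21.8%). The other 203 miRNAs (57.5%) had a ratio between these bounds. Restricting the classes to miRNAs with a mean of at least 10 reads in at least 1 group changed the numbers most, to 38 higher, 135 equal and 36 lower. These classes use no test. From the largest class, the paper concludes that most detected miRNAs are equally expressed in both follicle types.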

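In edgeR's quasi-likelihood test of the 353 miRNAs, 76 miRNAs passed the paper's thresholds. Of these, 42 were higher and 34 lower in preovulatory dominant follicles (n = 3 libraries per group). The common biological coefficient of variation was 0.326. For 71 of the 76 miRNAs all 3 values of one group lay above all 3 of the other. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so the significance of single miRNAs rests on the model's estimate of the spread across miRNAs. DESeq2, the tool of the paper, called 68 miRNAs, 37 higher and 31 lower. With total count in place of TMM normalization, edgeR called 70 miRNAs, and the balance moved to 47 higher and 23 lower. The replicate numbers are taken from the sample labels, and deviations from the group means correlated on average by 0.307 (194 miRNAs) between libraries with the same number and by -0.141 between libraries with different numbers. With the replicate number as a block, 71 miRNAs passed, 38 higher and 33 lower. A test against a log2 fold change of 1 in place of a cutoff, edgeR's glmTreat, gave the lowest number, 39 miRNAs.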

Differential expression analysis revealed 64 miRNAs to be significantly differentially expressed between preovulatory dominant and subordinate follicles. In comparison with subordinate follicles, 34 matured miRNAs including miR-132 cluster (bta-miR-132 and bta-miR-212) and miR-183 cluster (bta-miR-183, bta-miR-182 and bta-miR-96) were significantly enriched in preovulatory dominant follicles (Table 4). 

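Normalized CPM of bta-miR-183 averaged 8030 ± 1729 (SD, n = 3) in preovulatory dominant follicles and 59.9 ± 18.9 (SD, n = 3) in subordinate follicles, a log2 fold change of 7.06 (standard error 0.32, adjusted p = 2.56e-06 from edgeR's quasi-likelihood test). Bta-miR-182 had 16153 ± 4100 against 173 ± 47.1 CPM (SD, n = 3 each), a log2 fold change of 6.55 (standard error 0.32, adjusted p = 2.56e-06). For bta-miR-96 the values were 94.8 ± 22.5 and 1.18 ± 2.04 (SD, n = 3 each), the second from a single read. Its log2 fold change was 5.98 (standard error 0.74, adjusted p = 0.000577). In the miR-132 cluster, bta-miR-132 had 8118 ± 3541 and 127 ± 71.4 CPM (SD, n = 3 each), a log2 fold change of 5.99 (standard error 0.56, adjusted p = 0.000128). Bta-miR-212 had 417 ± 118 and 16.1 ± 19.8 (SD, n = 3 each), a log2 fold change of 4.73 (standard error 0.66, adjusted p = 0.0012). In each of the 5 miRNAs the lowest library of preovulatory dominant follicles was above the highest of subordinate follicles. With the replicate number of the labels as a block, whose libraries deviated together with a mean correlation of 0.307, the log2 fold changes were 7.07, 6.54, 5.98, 6.07 and 4.84 in the same order. Leaving out subordinate replicate 3 moved bta-miR-96 most, to 7.80, and bta-miR-212 to 6.37. From these differences the paper concludes that both clusters are enriched in preovulatory dominant follicles.

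**Figure D2:**
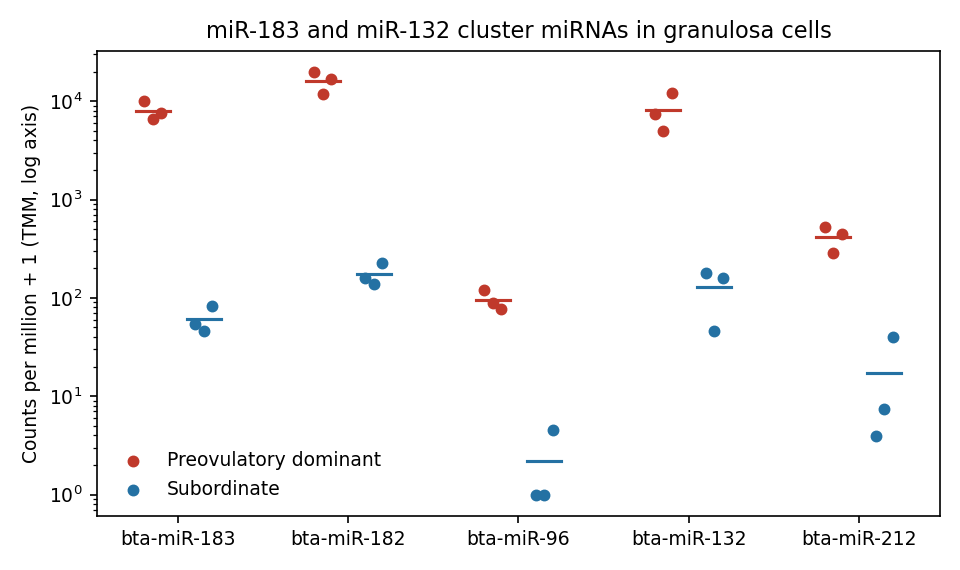
TMM-normalized CPM plus 1, on a log axis, of the miR-183 and miR-132 cluster members, one point per library and a line at the mean of 3 libraries, preovulatory dominant follicles in red and subordinate follicles in blue. In all 5 miRNAs the 3 libraries of preovulatory dominant follicles lie above the 3 of subordinate follicles.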

While, the expression level of 30 other matured miRNAs including bta-miR-409a, bta-miR-335, bta-miR-378 and bta-miR-17-5p were significantly reduced in preovulatory dominant follicles (Table 5). 

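Bta-miR-335 had 81.8 ± 26.7 CPM (SD, n = 3) in preovulatory dominant follicles and 1631 ± 562 (SD, n = 3) in subordinate follicles, a log2 fold change of -4.29 (standard error 0.37, adjusted p = 8.15e-05 from edgeR's quasi-likelihood test). Bta-miR-378 had 1140 ± 586 and 3814 ± 872.97 (SD, n = 3 each), a log2 fold change of -1.74 (standard error 0.38, adjusted p = 0.0133). For bta-miR-17-5p the values were 188 ± 37.4 and 502 ± 113 (SD, n = 3 each), and the log2 fold change was -1.42 (standard error 0.26, adjusted p = 0.00596). Bta-miR-409a rested on 3, 3 and 4 reads in subordinate follicles and none in preovulatory dominant follicles, with a log2 fold change of -4.71 (standard error 1.14, adjusted p = 0.032). With the replicate block of the labels (mean correlation 0.307 between libraries of the same number) its value was -4.74 with an adjusted p of 0.0984. The block gave -4.23 for bta-miR-335, -1.85 for bta-miR-378 and -1.41 for bta-miR-17-5p. DESeq2 placed bta-miR-409a at -4.001 and did not call it, with no adjusted p under its default filters and 0.162 without them. Without dominant replicate 3 bta-miR-378 was at -2.22.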

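The largest log2 fold change in preovulatory dominant follicles was that of bta-miR-183, 7.06 (standard error 0.32, adjusted p = 2.56e-06 from edgeR's quasi-likelihood test). Bta-miR-409a, with no read in the 3 libraries of preovulatory dominant follicles, had -4.71 (standard error 1.14, adjusted p = 0.032). Where a group has no reads, the size of a fold change depends on how the method treats the 0. The alternative farthest from the main value of bta-miR-409a was DESeq2 with -4.001, where it was not called (adjusted p = 0.162 without that tool's filters), and the replicate block gave -4.74.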

The Log_2_ fold change values in preovulatory dominant follicles range from 7.03 (bta-miR-183) up to -16.4 (bta-miR-409a). The hierarchical clustering of all and top 20 differentially expressed miRNAs in granulosa cells derived from the two follicular categories is described in Fig 2. 

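Clustering depends on which miRNAs enter it, so all 353 tested miRNAs were used, as log2 CPM, rather than only the differentially expressed ones. With Euclidean distance and average linkage, all 6 libraries fell into the cluster of their follicle type. Principal component 1 separated the follicle types and held 62.4% of the variance, and principal component 2 held 16.9%. Replicate 3 of both groups lay on the positive side of component 2, at 12.4 in preovulatory dominant and 5.42 in subordinate follicles, and the other libraries on the negative side. When the differentially expressed miRNAs were left out, 277 miRNAs remained, component 1 held 41.3% and 5 of 6 libraries fell into the cluster of their follicle type.

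**Figure D3:**
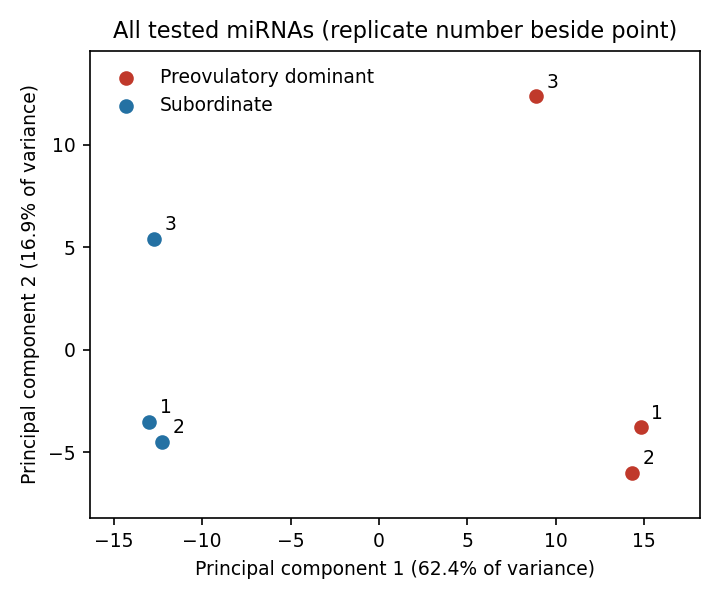
Principal components 1 (62.4% of the variance) and 2 (16.9%) of log2 CPM of the 353 tested miRNAs, one point per library labelled by its replicate number, preovulatory dominant follicles in red and subordinate follicles in blue. The follicle types lie on opposite sides along component 1, and replicate 3 of both lies above the others along component 2.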

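Of the 76 miRNAs that passed the thresholds in edgeR's quasi-likelihood test, 65 met the detection rule in both groups. Another 6 met it in preovulatory dominant follicles only and 5 in subordinate follicles only. Counting only miRNAs with at least 10 reads in at least 3 libraries gave 64 differentially expressed miRNAs, and DESeq2 without its filters gave 61.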

Majority of the differentially expressed miRNAs were detected in both follicular categories. However, 2 miRNAs (bta-miR-96 and bta-miR-375) enriched in preovulatory dominant follicles were uniquely detected in granulosa cells of preovulatory dominant follicles. 

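Bta-miR-96 had 34, 19 and 24 reads in the 3 libraries of preovulatory dominant follicles and 0, 0 and 1 in those of subordinate follicles. Bta-miR-375 had 7, 6 and 9 reads in preovulatory dominant follicles and 0, 1 and 0 in subordinate follicles. Their log2 fold changes were 5.98 (standard error 0.74, adjusted p = 0.000577) and 4.19 (standard error 0.83, adjusted p = 0.00791) in edgeR's quasi-likelihood test. The fit with the replicate block gave 5.98 (adjusted p = 0.00117) and 4.22 (adjusted p = 0.022). Leaving out the library of subordinate follicles that held the single read had the largest effect, with 7.80 for bta-miR-96 and 5.98 for bta-miR-375.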

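Bta-miR-1434-5p had no read in the libraries of preovulatory dominant follicles and 3, 2 and 4 reads in those of subordinate follicles, a log2 fold change of -4.56 (standard error 1.21, adjusted p = 0.0417 from edgeR's quasi-likelihood test). Its value with the replicate block was -4.63 and the adjusted p 0.11. DESeq2 gave -3.85 and did not call it, with no adjusted p under its default filters and 0.214 without them. Bta-miR-2344 had 0, 2 and 0 reads in preovulatory dominant follicles and 15, 8 and 5 in subordinate follicles, a log2 fold change of -3.33 (standard error 0.98, adjusted p = 0.0417), and -3.31 with the block. Without dominant replicate 2, which held the reads of bta-miR-2344, its log2 fold change was -6.18. It was not called without dominant replicate 1 (adjusted p = 0.131) or without subordinate replicate 1 (adjusted p = 0.116). Bta-miR-4099 is not among the names in the files analysed here.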

Similarly, 3 miRNAs (bta-miR-1434, bta-miR-4099 and bta-miR-2344) were detected only in granulosa cells of subordinate follicles.

**Fig 1:**
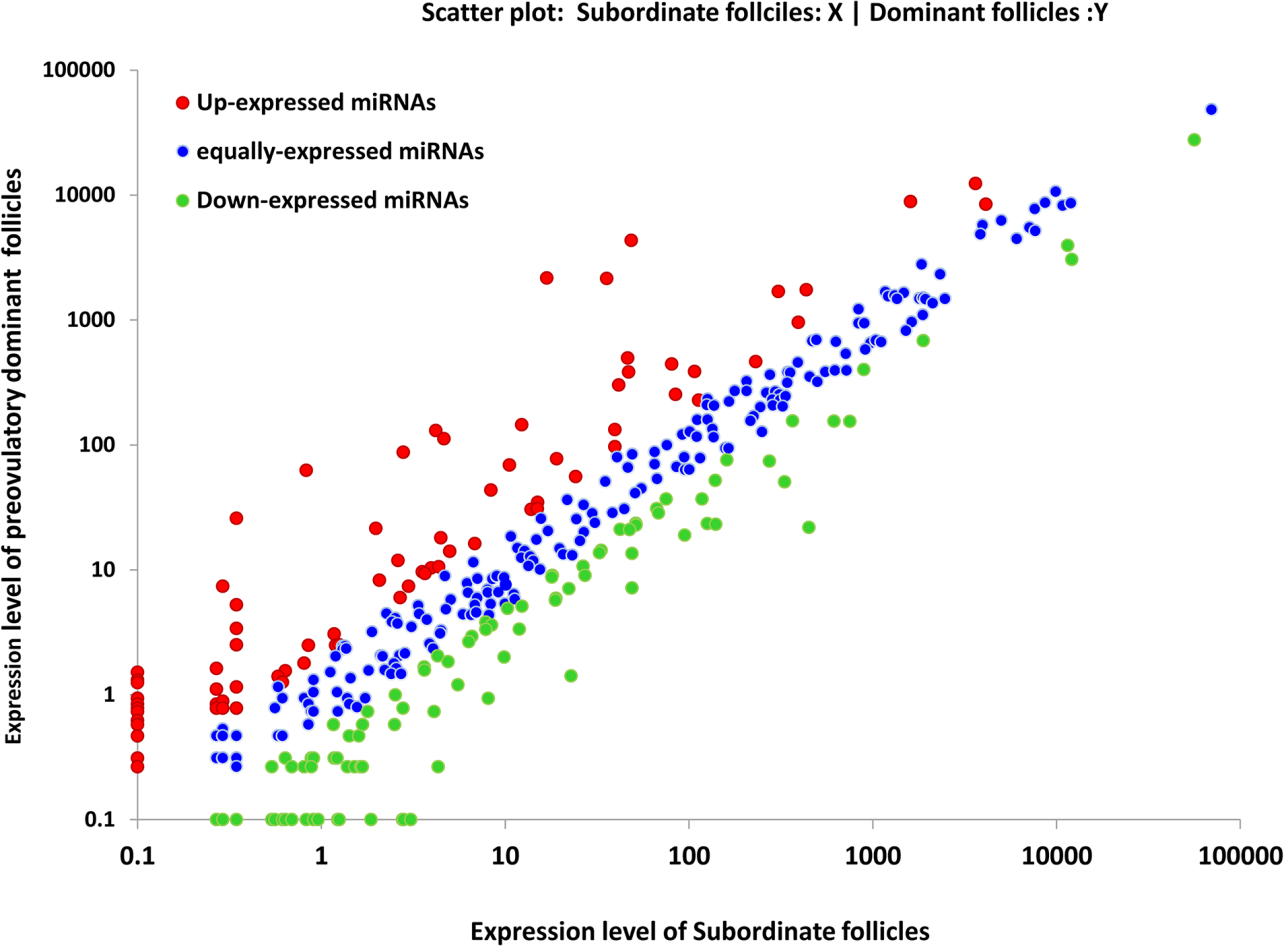
Scatter plot of miRNA expression level in preovulatory dominant and subordinate follicles. The expression level of preovulatory dominant and subordinate follicles is indicated in Y and X axis, respectively. Up-expressed miRNAs; with ratio ≥ 2 are labeled with red points. Equally expressed miRNAs; with 0.5 < ratio ≤ 2 are labeled with blue points. Down-expressed miRNAs; with ratio ≤ 0.5 are labeled with green points. Ratio = Normalized expression level in preovulatory dominant follicles / Normalized expression level in subordinate follicles

**Fig 2:**
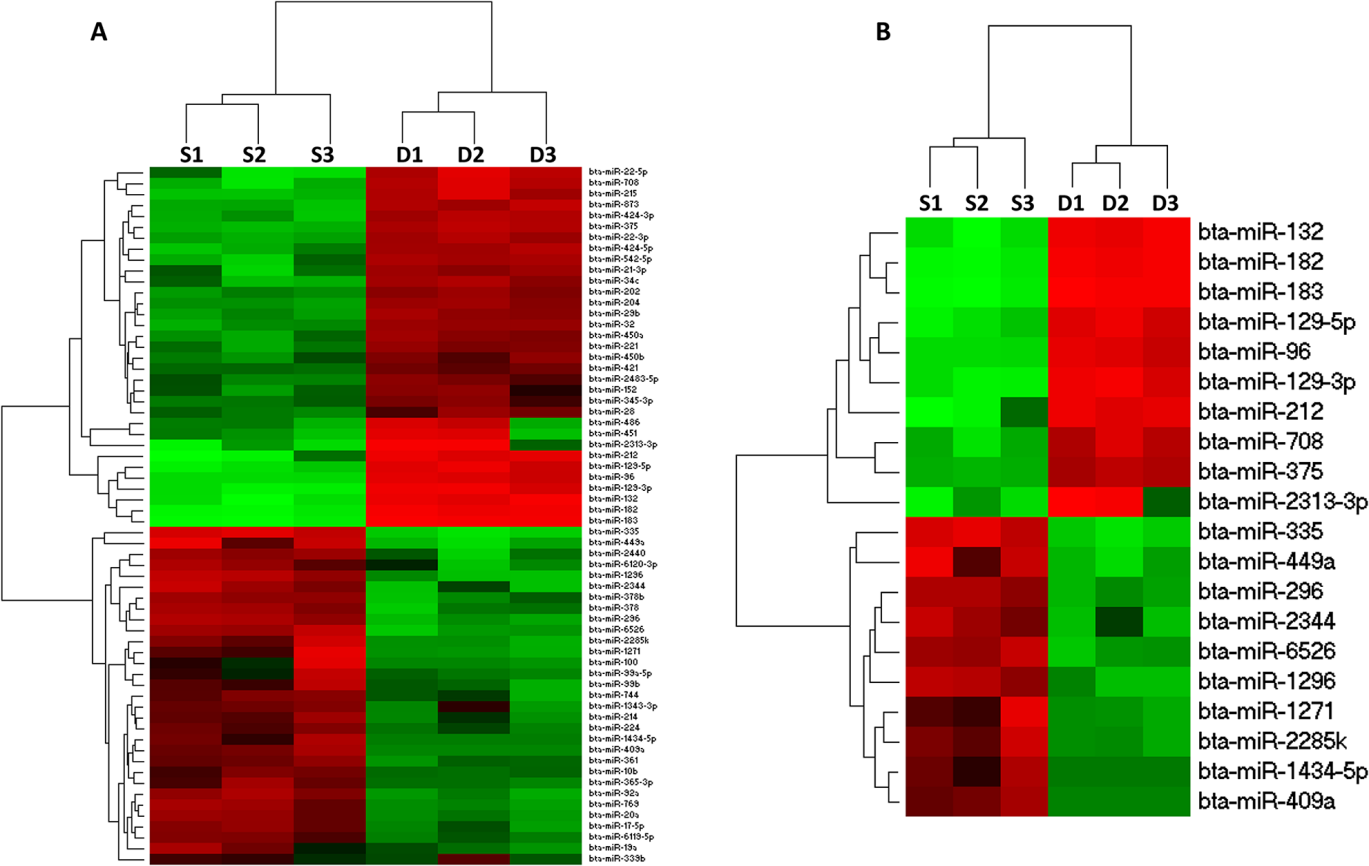
Hierarchical clustering of differentially expressed miRNAs in granulosa cells of preovulatory dominant and subordinate follicles. Heat map of all differentially expressed miRNAs in preovulatory dominant follicles (**A**) and 20 top miRNAs differentially expressed in preovulatory dominant follicles (**B**). Red and green blocks represent up and down regulated miRNAs, respectively. Legend: S1-S3 subordinate follicle triplicates and D1-D3 preovulatory dominant follicle triplicates.

**Table 4:** List of miRNAs up-regulated in granulosa cells of preovulatory dominant follicles.

miRNAs ID	Fold change	*p*-value	FDR
bta-miR-183	7.03	< 0.0001	< 0.0001
bta-miR-182	6.49	< 0.0001	< 0.0001
bta-miR-96	6.42	< 0.0001	< 0.0001
bta-miR-129-3p	6.13	< 0.0001	< 0.0001
bta-miR-132	5.91	< 0.0001	< 0.0001
bta-miR-129-5p	5.00	< 0.0001	< 0.0001
bta-miR-2313-3p	4.96	< 0.0001	< 0.0001
bta-miR-212	4.67	< 0.0001	< 0.0001
bta-miR-375	4.62	0.0007	0.0073
bta-miR-708	3.56	< 0.0001	< 0.0001
bta-miR-215	3.42	< 0.0001	< 0.0001
bta-miR-22-5p	3.37	< 0.0001	0.0005
bta-miR-451	3.03	0.0003	0.0034
bta-miR-873	2.86	< 0.0001	< 0.0001
bta-miR-424-3p	2.69	< 0.0001	< 0.0001
bta-miR-424-5p	2.47	< 0.0001	< 0.0001
bta-miR-486	2.46	0.0006	0.0061
bta-miR-22-3p	2.46	< 0.0001	< 0.0001
bta-miR-542-5p	2.40	< 0.0001	< 0.0001
bta-miR-34c	2.15	0.0057	0.0422
bta-miR-29b	2.06	0.0011	0.0099
bta-miR-32	2.03	< 0.0001	< 0.0001
bta-miR-204	2.00	< 0.0001	< 0.0001
bta-miR-21-3p	1.85	< 0.0001	0.0006
bta-miR-202	1.77	< 0.0001	< 0.0001
bta-miR-450a	1.75	< 0.0001	< 0.0001
bta-miR-221	1.58	< 0.0001	< 0.0001
bta-miR-450b	1.28	< 0.0001	0.0002
bta-miR-28	1.27	0.0003	0.0028
bta-miR-152	1.20	0.0052	0.0393
bta-miR-2483-5p	1.19	0.0063	0.0457
bta-miR-345-3p	1.13	0.0125	0.0760
bta-miR-339b	1.02	0.0005	0.0056
bta-miR-421	1.01	< 0.0001	< 0.0001

Fold change values are in Log_2_ scale

**Table 5:** List of miRNAs down-regulated in granulosa cells of preovulatory dominant follicles.

miRNAs ID	FC	*p*-value	FDR
bta-miR-409a	-16.43	0.0097	0.0642
bta-miR-1434-5p	-16.39	0.0143	0.0847
bta-miR-335	-4.35	< 0.0001	< 0.0001
bta-miR-449a	-3.88	0.0001	0.0011
bta-miR-2344	-3.48	0.0073	0.0512
bta-miR-1296	-2.78	< 0.0001	< 0.0001
bta-miR-1271	-2.72	< 0.0001	0.0009
bta-miR-6526	-2.60	< 0.0001	< 0.0001
bta-miR-296	-2.45	< 0.0001	< 0.0001
bta-miR-2285k	-2.33	< 0.0001	0.0003
bta-miR-100	-2.29	0.0007	0.0073
bta-miR-378	-2.01	< 0.0001	< 0.0001
bta-miR-92a	-1.99	< 0.0001	< 0.0001
bta-miR-769	-1.90	< 0.0001	< 0.0001
bta-miR-378b	-1.85	< 0.0001	0.0005
bta-miR-2440	-1.77	0.0160	0.0939
bta-miR-20a	-1.70	< 0.0001	< 0.0001
bta-miR-6120-3p	-1.64	0.0114	0.0713
bta-miR-99b	-1.55	0.0011	0.0106
bta-miR-99a-5p	-1.47	0.0027	0.0217
bta-miR-17-5p	-1.45	< 0.0001	0.0003
bta-miR-365-3p	-1.33	0.0108	0.0682
bta-miR-19a	-1.27	0.0166	0.0956
bta-miR-214	-1.25	0.0106	0.0682
bta-miR-361	-1.24	< 0.0001	0.0001
bta-miR-744	-1.21	0.0057	0.0422
bta-miR-6119-5p	-1.17	< 0.0001	< 0.0001
bta-miR-1343-3p	-1.11	0.0024	0.0206
bta-miR-224	-1.05	0.0017	0.0153
bta-miR-10b	-1.03	< 0.0001	< 0.0001

Fold change values are in Log_2_ scale

### Prediction of novel bovine miRNAs

Novel miRNAs detected in at least one of the three biological replicates with at least 1 read count are reported. A total of 11 novel miRNAs were predicted by miRDeep2 software, of which 7 were commonly predicted in both the preovulatory dominant and subordinate follicles. However, 3 and 1 predicted novel miRNAs were unique for preovulatory dominant and subordinate follicles, respectively (Table 6). Sequence homology search was made for all the predicted novel miRNAs using the basic local alignment search tool (BLASTN) application against all known annotated matured miRNAs in miRBase release 20. It was shown that no known homologous miRNAs was aligned to all the predicted novel miRNAs. Genomic context analysis of the predicted novel miRNAs revealed that 6 novel miRNAs were transcribed from intergenic region, 4 from intronic region of transcripts (*PDCL2*, *AFF1*, *RGS22 and TEX14*) and 1 other from exonic regions of the *MAGED1* gene (Table 6). A representative readout of a predicted novel miRNAs is shown in Fig 3.

**Fig 3:**
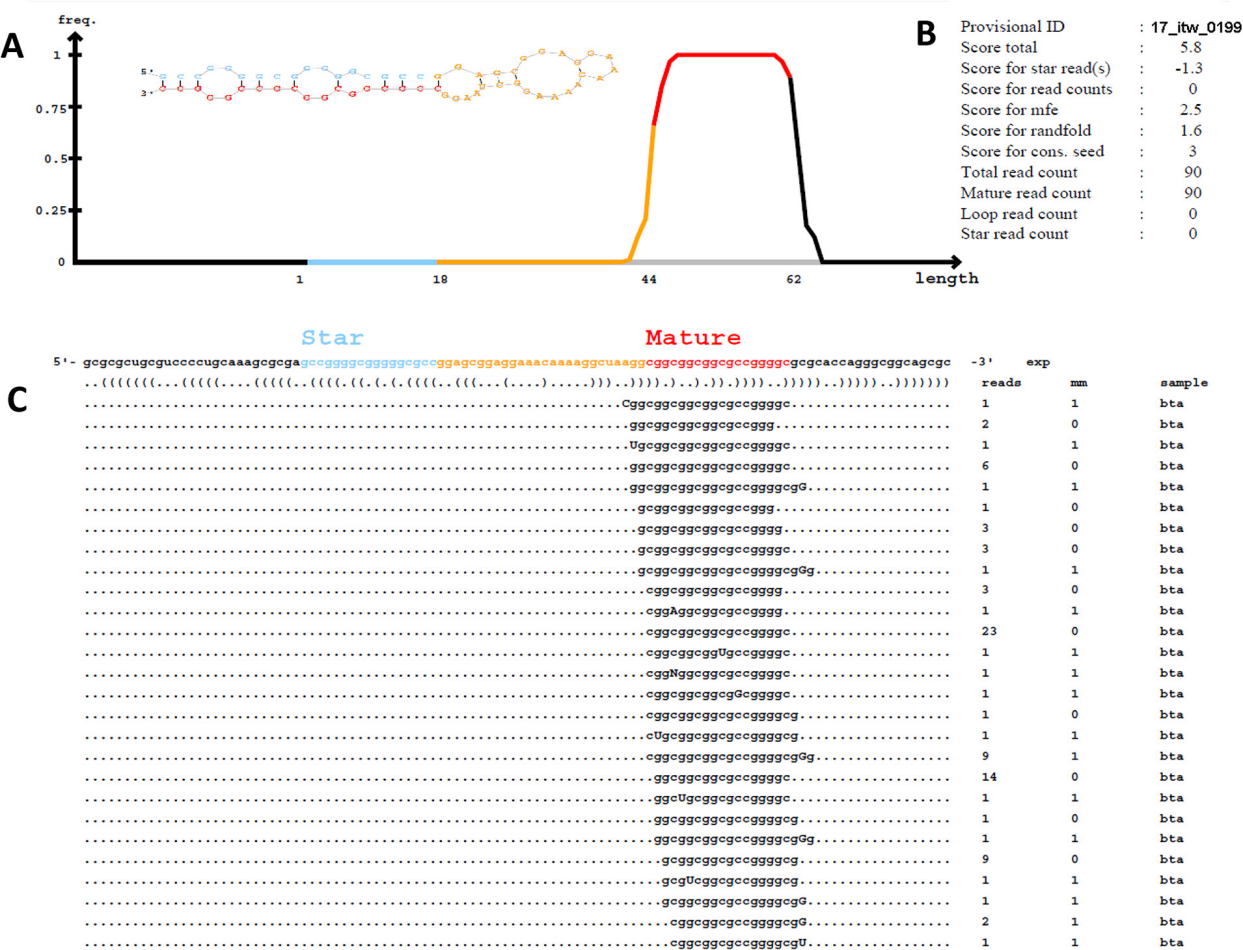
Graphic illustration of a representative predicted novel miRNA by miRDeep2. The primary miRNA hairpin with both mature and star miRNAs highlighted with red and blue colors, respectively (**A**). MiRDeep2 scores and provisional ID are shown (**B**). The consensus matured miRNA sequence and other isomiRs and their corresponding read counts are indicated. Mismatched nucleotides of isomiRs with the miRNAs hairpin are written in capital letter (**C**).

**Table 6:** Predicted novel miRNAs expressed in granulosa cells of preovulatory dominant and/or subordinate follicles.

Provisional miRNA ID	Matured miRNA Sequence	genomic coordinates and strand of miRNA precursors	Average read count in DF	Average read count in SF	Genomic region of novel miRNAs and overlapping transcript
4_itw_0216	gggcgcgcgccgcggcu	4:89824112..89824190:-	-	323	Intergenic
X_itw_0135	ccggggccgcgguuccgc	X:62080875..62080910:-	1282	-	Intergenic
X_itw_0174	cccgugaucuggccaaaccc	X:95711630..95711673:-	17.5	-	Exonic, MAGED 1
6_itw_0271	caaaaaguucguccagauuuuu	6:72695823..72695883:+	13.5	-	Intronic, PDCL 2
9_itw_0214	cccgcggggcgcgcgccug	9:25842847..25842909:-	314	2580.3	Intergenic
4_itw_0009	gguggcggggggagguc	4:114121560..114121624:-	149	93.5	Intergenic
16_itw_0200	cggcggcggcgccggggc	16:26800409..26800490:+	62	26.5	Intergenic
17_itw_0199	cggcggcggcgccggggcgcg	17:72247500..72247567:+	51.5	46.5	Intergenic
6_itw_0083	uaaaaguuugguuggguuuuu	6:103797778..103797838:+	20.7	18	Intronic, AFF1
14_itw_0227	gggggggggccggggcc	14:66538774..66538818:+	7.5	20.5	Intronic, RGS22
19_itw_0090	ggagaggacaccgucugagugg	19:9830946..9830993:-	12	73	Intronic, TEX14

### Target gene prediction, Gene ontology and pathways enriched by differentially expressed miRNAs.

To understand the functional involvement of differentially expressed miRNAs in bovine follicular development, target genes of each differentially expressed miRNAs were predicted and used to determine the most significantly enriched canonical pathways. Gene ontology (GO) analysis on predicted target genes of differentially expressed miRNAs revealed that, biological processes associated with transcription regulation, regulation of cell proliferation and cell death were among the highly enriched GO terms. Representative GO terms enriched by predicted target genes are indicated in (S3 Table). Apart from this, a total of 64 canonical pathways were enriched by the predicted target genes of differentially expressed miRNAs. Pathways important in oncogenesis (pathways in cancer and endometrial cancer), cell adhesion (Axon guidance, Focal adhesion and Gap junctions), cell proliferation (MAPK signaling pathway, Wnt signaling pathway, and cell-cycle), cell survival (TGFβ signaling pathway) and metabolism (GnRH and insulin signaling pathway) were among the pathways enriched by both up and down regulated miRNAs. Pathways like VEGF signalling pathway, ErbB signaling pathways and Jak-STAT signaling pathway were enriched only by miRNAs up regulated in preovulatory dominant follicles. Interestingly, apoptosis pathway, RNA degradation pathway and Hedgehog signaling pathway were enriched only by down regulated miRNAs in preovulatory follicles (Fig 4). Representative list of pathways known to be involved in ovarian follicular development along with the list of miRNAs predicted to modulate are indicated in S4 Table.

**Fig 4:**
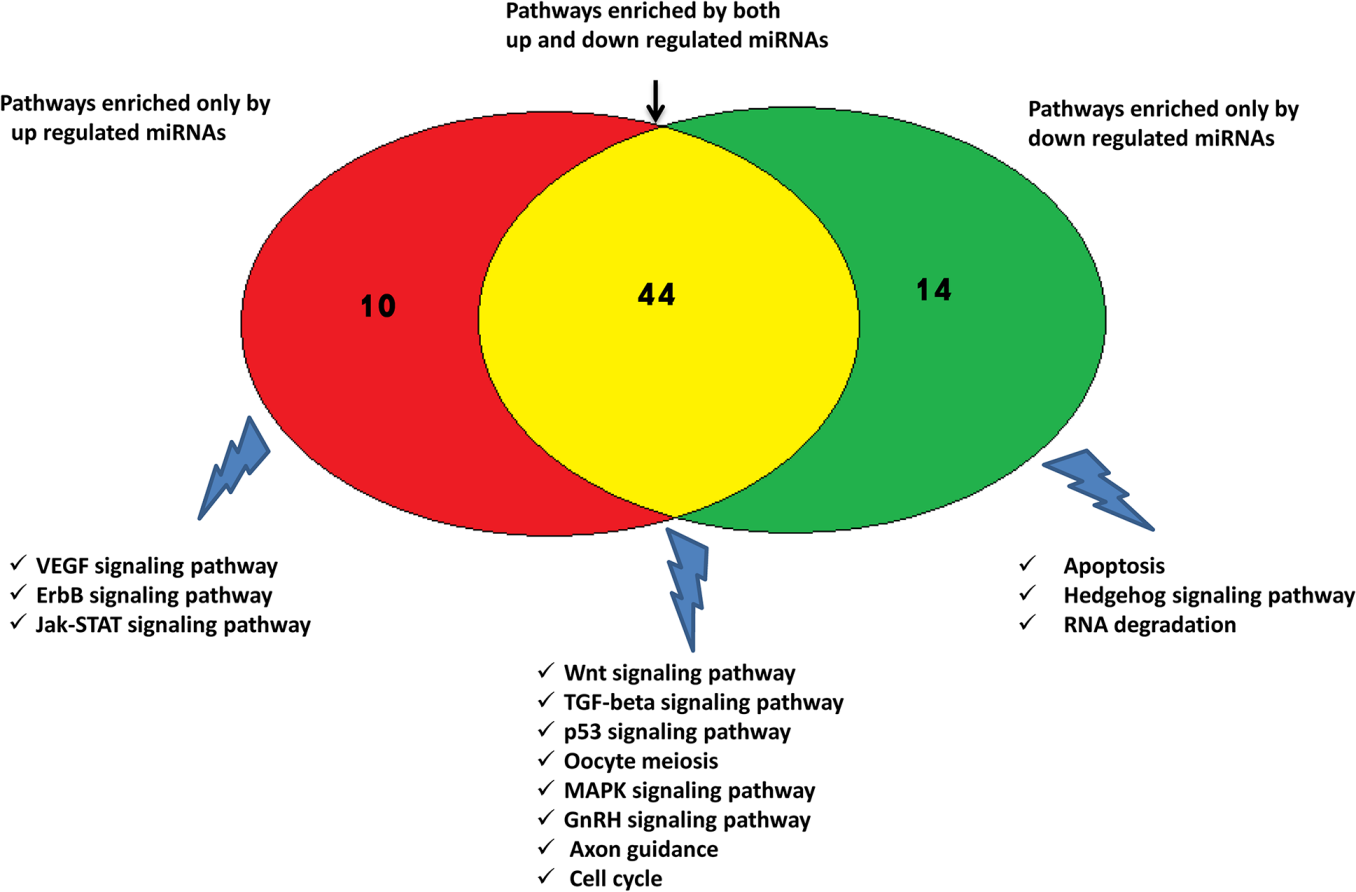
Venn diagram showing number of canonical pathways enriched by predicted target genes of differentially expressed miRNAs. Representative pathways enriched by predicted target of only up regulated miRNAs (red), only down regulated miRNAs (green) and both up and down regulated miRNAs (yellow) are shown.

### Validation of candidate miRNAs using qPCR

Nine representative differentially expressed miRNAs were randomly selected to validate their expression in granulosa cells of preovulatory dominant and subordinate follicles using qPCR. As shown in Fig 5, the qPCR result was in agreement with the Illumina deep sequencing result.

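The sequencing side of this comparison rests on the same 3 libraries per follicle type, and the qPCR values are not in the files analysed here. In edgeR's quasi-likelihood test the log2 fold change was 6.55 for bta-miR-182 (standard error 0.32), 5.99 for bta-miR-132 (standard error 0.56) and 5.98 for bta-miR-96 (standard error 0.74). It was 4.73 for bta-miR-212 (standard error 0.66) and 3.55 for bta-miR-708 (standard error 0.40, adjusted p = 0.000337). Smaller increases were found for bta-miR-21-3p, 1.91 (standard error 0.42, adjusted p = 0.0127), and bta-miR-221, 1.63 (standard error 0.26, adjusted p = 0.00259). Bta-miR-335 and bta-miR-214 were lower in preovulatory dominant follicles, with log2 fold changes of -4.29 (standard error 0.37) and -1.20 (standard error 0.35, adjusted p = 0.0417). With the replicate block of the labels, bta-miR-708 was at 3.52, bta-miR-21-3p at 2.05, bta-miR-221 at 1.65 and bta-miR-214 at -1.19. Bta-miR-214 had only 13, 14 and 14 reads in preovulatory dominant follicles, and its log2 fold change was -0.96 without subordinate replicate 3. The paper concludes that qPCR gave the same result as the sequencing for these miRNAs.

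**Figure D4:**
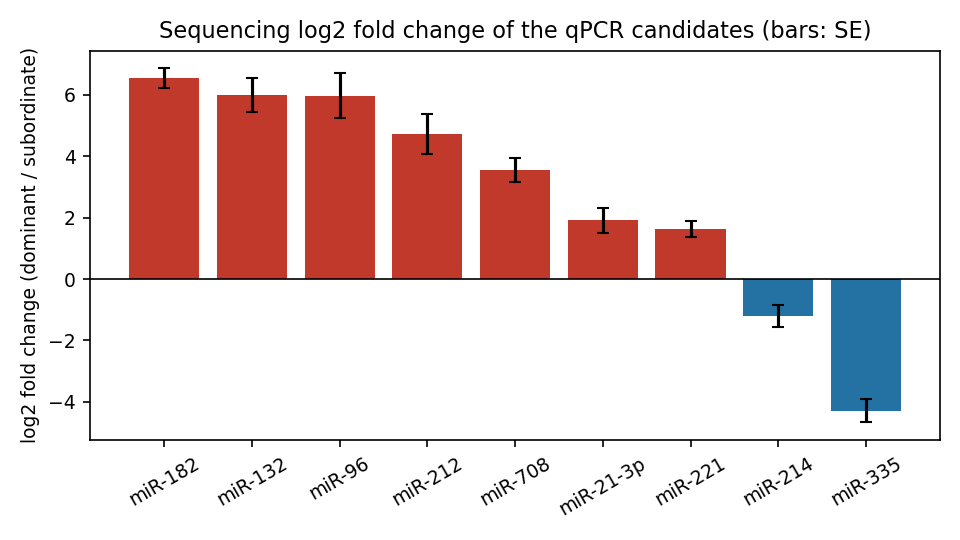
Log2 fold change of preovulatory dominant over subordinate follicles from the sequencing counts (edgeR, bars of 1 standard error, n = 3 libraries per group) for the miRNAs that the authors measured by qPCR. The 7 red bars lie above 0, from 1.63 to 6.55, and the blue bars of bta-miR-214 and bta-miR-335 lie below 0.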

**Fig 5:**
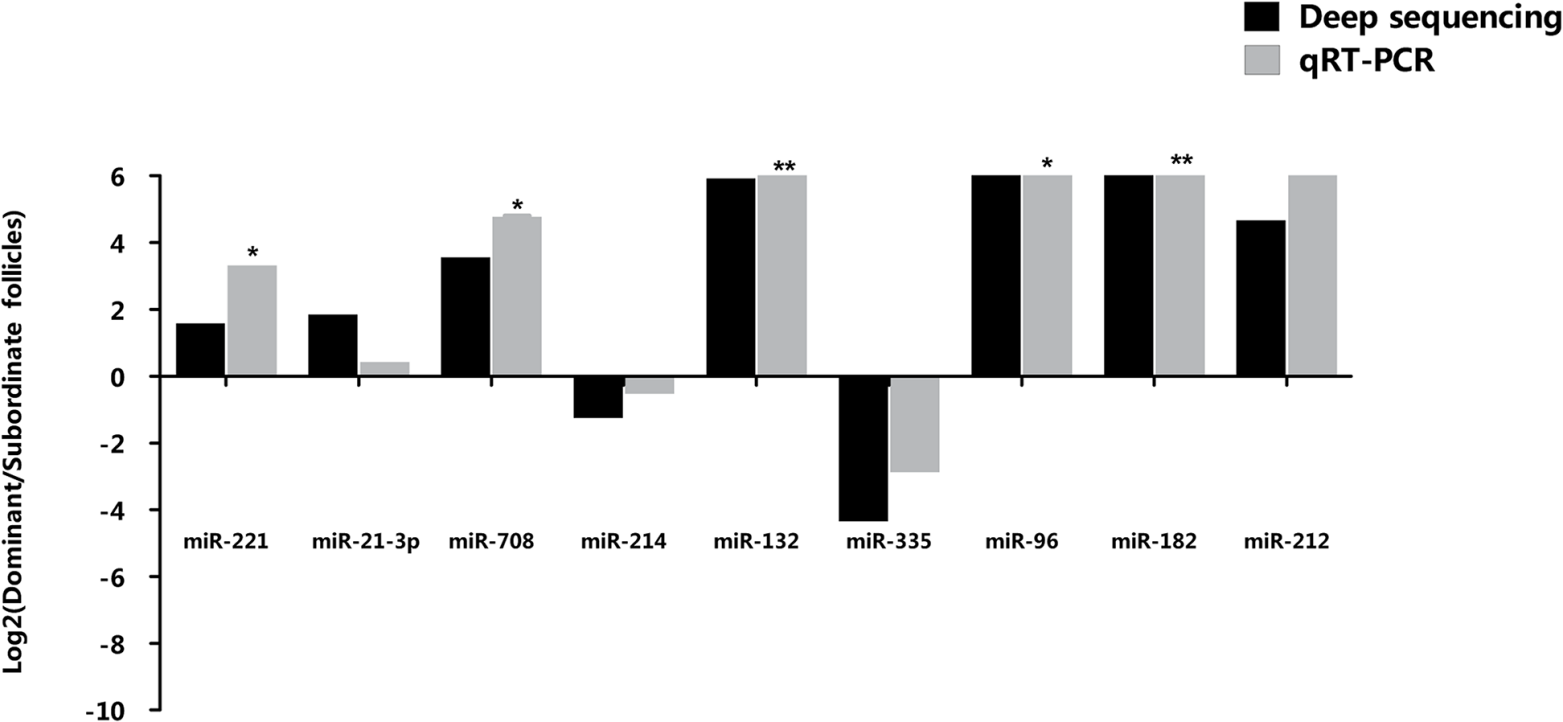
QPCR validation of selected candidate miRNAs differentially expressed between preovulatory dominant and subordinate follicles. The relative abundance of individual miRNAs is presented as the ratio of preovulatory dominant and subordinate follicles. The mean expression value of target miRNA was normalized against the expression of endogenous control U6 snRNA and 5s rRNAs. The normalized miRNA expression (2^-ΔCT^) in preovulatory dominant follicle was divided by the normalized miRNA expression in subordinate follicle and Log_2_ transformed. MiRNAs with Log_2_ ratio > 0 are up-regulated in preovulatory dominant follicles and miRNAs with Log_2_ ratio < 0 are down-regulated in preovulatory dominant follicles compared to the subordinate follicles counterparts. Statistical significance of each miRNA are represented by asterisks; *, *p*<0.05 and **, *p*<0.01.

### Expression of candidate miRNAs in Theca cell, COC and Follicular Fluid

The relative abundance of selected candidate miRNAs was determined in theca cells, COC and follicular fluid derived from preovulatory dominant and subordinate follicles where the corresponding granulosa cells were used for deep sequencing. Results showed that the relative abundance of miR-132 cluster (bta-miR-132 and bta-miR-212) and member of the miR-183 cluster (bta-miR-182, and bta-miR-96) was higher in theca cells, COC and follicular fluid of the preovulatory dominant follicles compared to the subordinate follicles counterparts (Fig 6). On the contrary, the relative abundance of bta-miR-335 was higher in theca cells, COC and follicular fluid of subordinate follicles compared to the preovulatory dominant follicle. Moreover, the follicular fluid of subordinate follicles was highly enriched with bta-miR-708, bta-miR-221, bta-miR-21-3p, bta-miR-335 and bta-miR-214 compared to the follicular fluid derived from dominant follicles (Figs 6 and 7).

**Fig 6:**
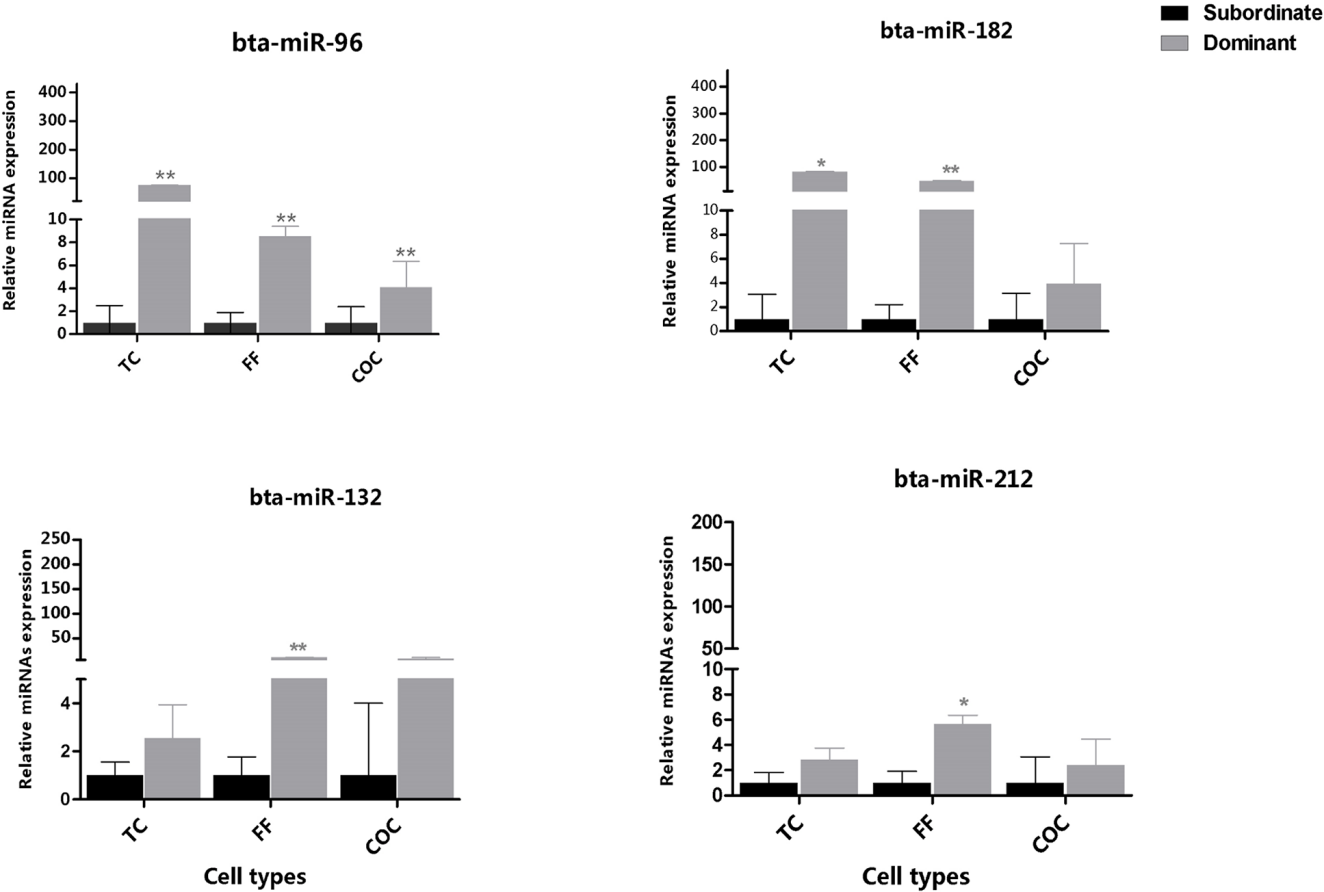
Expression pattern of members of the miR-183 cluster (bta-miR-182 and bta-miR-96) and miR-132 cluster (bta-miR-132 and bta-miR-212) in companion follicular cells of both preovulatory dominant and subordinate follicles using qPCR. The mean expression value of target miRNA was normalized against the expression of endogenous control U6 snRNA and 5s rRNAs. Relative expression values were calculated using ΔΔCT method. Error bars represent SD of ΔΔCT values. Statistical significance of each miRNA are represented by asterisks; *, *p*<0.05, **, *p*<0.01 and ***, *p*<0.001. Legend: TC = Theca cells COC = cumulus-oocyte-complex FF = follicular fluid.

**Fig 7:**
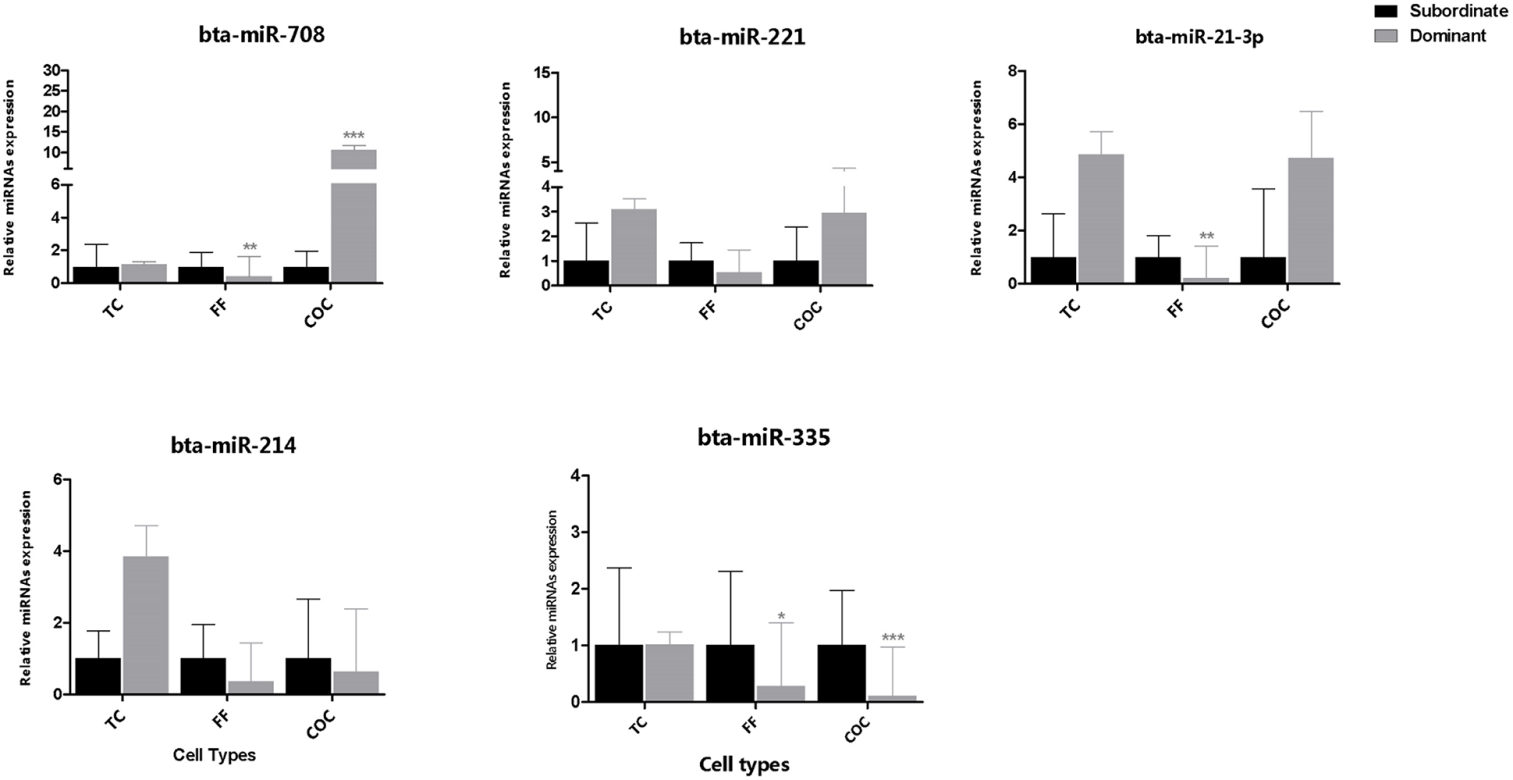
Expression pattern of bta-miR-708, bta-miR-221, bta-miR-21-3p, bta-miR-214 and bta-miR-335 in companion follicular cells of both preovulatory dominant and subordinate follicles using qPCR. The mean expression value of target miRNA was normalized against the expression of endogenous control U6 snRNA and 5s rRNAs. Relative expression values were calculated using ΔΔCT method. Error bars represent SD of ΔΔCT values. Statistical significance of each miRNA are represented by asterisks; *, *p*<0.05, **, *p*<0.01 and ***, *p*<0.001. Legend: TC = Theca cells COC = cumulus-oocyte-complex FF = follicular fluid.

### Validation of gene targeted by candidate miRNAs

All members of the miR-183 cluster (bta-miR-183, bta-miR-96 and bta-miR-182) were the top three miRNAs highly enriched in granulosa cells of preovulatory dominant follicles. 

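Ordered by log2 fold change in edgeR's quasi-likelihood test, bta-miR-183 (7.06, standard error 0.32) and bta-miR-182 (6.55, standard error 0.32) came first. Bta-miR-132 (5.99, standard error 0.56) and bta-miR-96 (5.98, standard error 0.74) followed, with bta-miR-129-3p (5.97, standard error 0.60) close behind, and these 3 differed by far less than their errors. The adjusted p-values of bta-miR-183, bta-miR-182 and bta-miR-96 were 2.56e-06, 2.56e-06 and 0.000577. The 3 members had log2 fold changes of 7.07, 6.54 and 5.98 with the replicate block, and bta-miR-132 6.07. Without subordinate replicate 3, where bta-miR-96 had its only read, bta-miR-96 rose to 7.80. The first 3 places were held by the 3 members in that fit and with DESeq2, with and without its filters (bta-miR-96 at 6.35), which makes 3 of the 16 alternatives set before the files arrived. In the other 13 bta-miR-96 ranked from 4 to 7.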

To find genes targeted by miR-183 cluster members, we used an online miRNA target gene prediction database; targetscan (http://www.targetscan.org/). All members the miR-183 cluster are predicted to co-ordinately target the 3´-UTR of bovine *FOXO1* gene (Fig 8). The 3,365 nucleotides long 3'-UTR of bovine *FOXO1* transcript contains binding sites for several miRNAs. To experimentally validate whether miR-183 cluster target the 3´-UTR of bovine *FOXO1* gene, we cloned a section of the 3´-UTR containing the putative miRNA binding sites into a dual luciferase reporter vector. We showed that, the luciferase firefly activity was significantly reduced upon co-transfection the *FOXO1* 3´-UTR plasmid construct with miR-183 cluster miRNA mimics (Fig 8). In contrast, co-transfection of miR-183 cluster miRNA mimics with *FOXO1* 3´-UTR mutant construct had no significant effect on the firefly luciferase activity (Fig 8). Interestingly, qPCR result showed that the expression level of *FOXO1* was highly enriched in granulosa cells of subordinate follicles compared to the preovulatory dominant follicles (Fig 9) and the expression profile of *FOXO1* gene showed reciprocal pattern to the expression of miR-183 cluster miRNAs.

**Fig 8:**
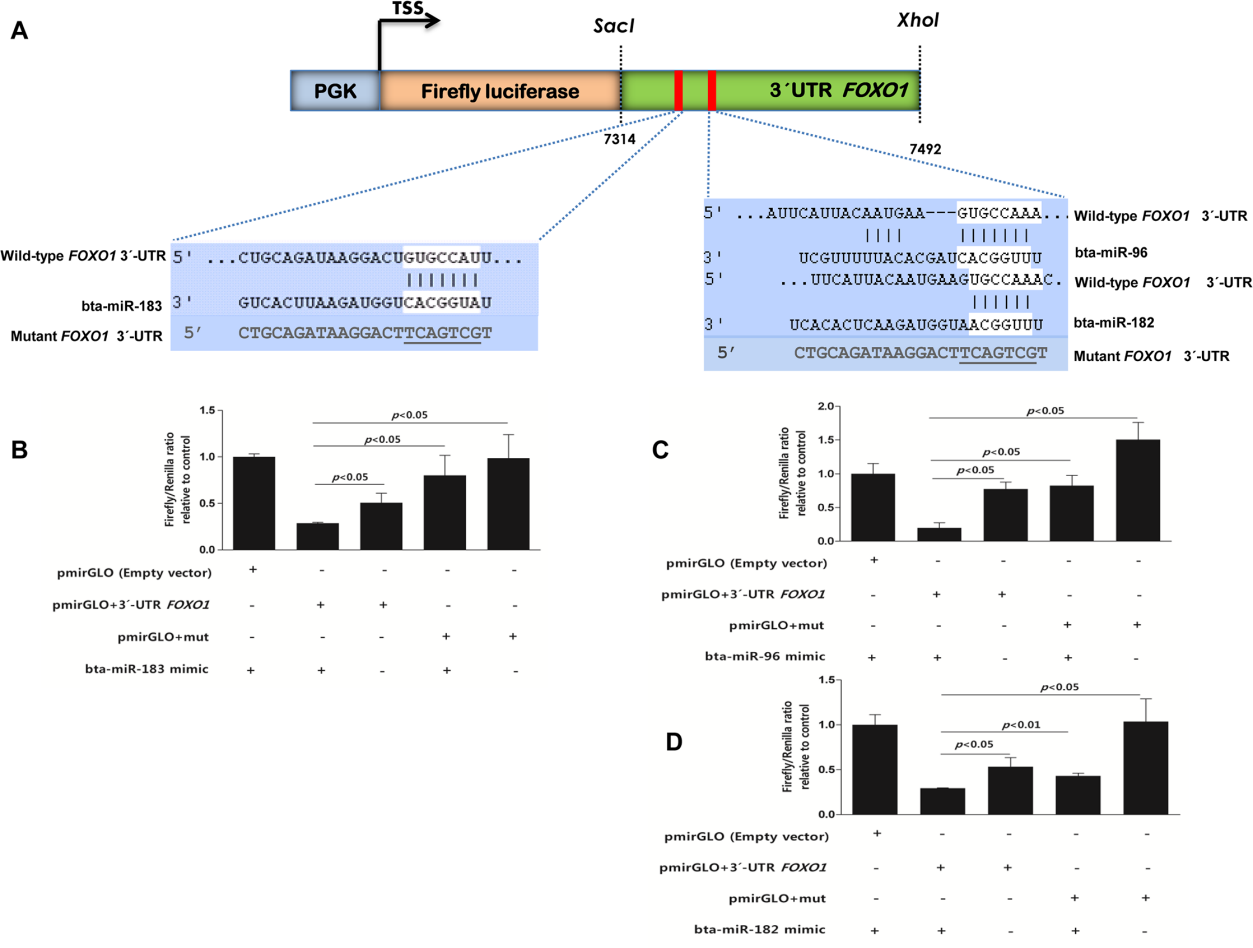
MiR-183 cluster miRNAs coordinately target *FOXO1* mRNA in bovine granulosa cells. Putative miR-183 cluster binding sites and their genomic coordinates in the 3´-UTR of bovine *FOXO1* mRNA were designed. Plasmid with wild-type and mutant sequences (underlined) for miRNA binding were fused downstream the firefly luciferase gene between *SacI* and *XhoI* restriction sites. The PGK promoter and transcription start site (TSS) of are indicated (A). Granulosa cells were transfected with or without bta-miR-183 mimic (B), with or without bta-miR-96 mimic (C), with or without bta-miR-182 mimic (D). The activity of luciferase was significantly inhibited when the bovine *FOXO1* 3´-UTR with wild type of miRNA binding sites was co-transfected with all miR-183 cluster miRNA mimics. However, the activity of Luciferase was not affected when *FOXO1* 3´-UTR with mutant sequences at the miRNA binding sites were co-transfected with or without miR-183 cluster miRNA mimics.

**Fig 9:**
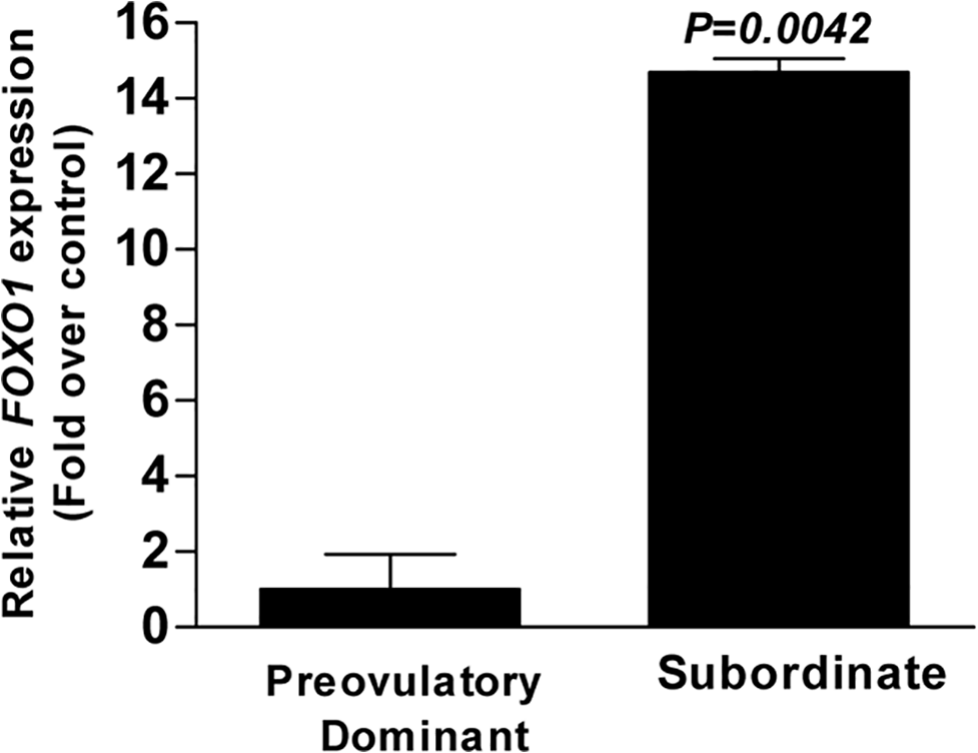
*FOXO1* is enriched in granulosa cells of subordinate follicles. The relative expression of *FOXO1*; a validated target of miR-183 cluster was quantified in granulosa cells of preovulatory dominant and subordinate follicles using qPCR. The relative expression of target transcript was normalized to the *GAPDH*. Statistical significance between groups was analyzed by two-tailed student t-test. Expression data is presented as mean ± SD of normalized Ct value of biological triplicates.

## Discussion

The aim of this study was to investigate the expression pattern of regulatory miRNAs in granulosa cells derived from bovine preovulatory dominant and subordinate follicles using the Illumina deep sequencing approach and consequently to identify their potential role in bovine follicular development during the late follicular phase of bovine the estrous cycle. MiRNA deep sequencing quantifies the relative abundance of miRNAs by determining their frequencies in terms of read counts. Highly abundant miRNAs have higher likelihood of having higher read counts compared to miRNAs with lower abundance [34]. 

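Under the detection rule of at least 1 read in at least 2 of 3 replicates, 27 miRNAs met it only in preovulatory dominant follicles and 35 only in subordinate follicles. The 291 miRNAs found in both groups were 82.4% of the 353 detected in either. Most miRNAs of a single group were near the detection limit, with a median of 1 and 1.33 reads per library on average. With at least 5 reads required, 203 miRNAs were shared, 15 were specific to preovulatory dominant and 26 to subordinate follicles. From this overlap the paper proposes that most detected miRNAs have a housekeeping role in granulosa cells in the late follicular phase.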

Of the total detected miRNAs, only 28 and 36 miRNAs were found to be specific to preovulatory and subordinate follicles, respectively while majority of the detected miRNAs (>80%) were commonly expressed between dominant and subordinate follicles. This implies that majority of the detected miRNAs may play a housekeeping role in maintaining normal physiological function in ovarian granulosa cells during the late follicular phase of the oestrus cycle. Interestingly, bta-miR-26a, bta-miR-10b and 3 isoforms of the let-7 family (bta-let-7a-5p, bta-let-7f and bta-let-7i) were among the top 10 abundantly expressed miRNAs in granulosa cells of both preovulatory dominant and subordinate follicles. 

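By mean read count bta-miR-26a ranked 1 and bta-miR-10b ranked 2 in both follicle types, with 49007.7 ± 16573.7 and 28168.7 ± 8589.8 reads in preovulatory dominant and 77730.3 ± 16882.5 and 62390 ± 10436.2 in subordinate follicles (SD, n = 3 each). Bta-let-7a-5p, bta-let-7f and bta-let-7i ranked 4, 5 and 7 in preovulatory dominant follicles and 7, 4 and 8 in subordinate follicles. The same ranks were obtained from TMM-normalized CPM. The number of miRNAs in the top 10 of both groups was 7, and 6 without subordinate replicate 1.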

We previously showed that these miRNAs are abundantly expressed in bovine granulosa cells derived from both dominant and subordinate follicle during early luteal phase of bovine estrous cycle [16]. Similarly, Miles et al. [35], applied cDNA libraries and massive parallel sequencing, showed members of the let-7 family to be abundantly expressed in bovine ovaries. Similarly, bta-miR-26a, let-7 family, bta-miR-10b and bta-miR-143 were among the top 10 abundantly expressed miRNAs in bovine ovarian and testicular tissues [36]. Previous study in our lab identified that Let-7 family and bta-miR-143 are abundantly expressed in cDNA library cloned from bovine ovary signifying their potential role in bovine ovarian functions [11].

In addition to the possibilities of quantifying the relative abundance of miRNAs, profiling the expression of miRNAs using next generation sequencing has greater advantage over other array based miRNome profiling tools (microarray and PCR panels) and direct sequencing of cDNA clones for its capability to predict novel unannotated miRNAs [23]. Currently there are 35,828 matured miRNAs discovered from 223 species deposited in the latest release of miRbase (release 21.0 June, 2014). The numbers of discovered bovine miRNAs are limited to 793, compared with 2,588 in human and 1,915 in mouse. We showed that 50–56% the sequence reads mapped to the reference bovine genome was mapped to known bovine miRNAs signifying that our sequencing libraries are predominantly enriched with miRNAs. Moreover, 11 novel miRNAs have been predicted from the sequence reads which were not mapped to reported matured miRNAs. In agreement with previous results [37], part of the remaining sequence reads that were not aligned to known miRNAs may represent novel miRNAs or other class of regulatory RNAs.

During miRNA biogenesis, a miRNA precursor is clipped by an endonuclease enzyme Drosha and exported into the cytoplasm for further processing by Dicer and give rise to a double stranded miRNA-duplex. The thermodynamic stability of each end of the miRNA-duplex determines the biologically active strand that can be incorporated into the miRNA-induced silencing complex (miRISC) while the other strand is considered to be inactive and subsequently be degraded [38]. Similarly, the asymmetric stability of the Dicer cleavage miRNA-duplexes suggests to determine the miRNA arm choice [39]. However, there are growing evidences indicating both arms of a miRNA precursor could be functional by targeting the same gene co-ordinately [40] and/or can have different targeting properties and different biological functions [41]. Our result demonstrated functional 3p and 5p arms of certain miRNA precursors. 

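In preovulatory dominant follicles bta-miR-17-5p had 49.7 ± 2.08 reads and bta-miR-17-3p 13.3 ± 9.29 reads (SD, n = 3). In subordinate follicles the 5p arm had 157 ± 42.8 and the 3p arm 15.3 ± 2.52 reads (SD, n = 3). The log2 ratio of 5p to 3p was 2.63 ± 0.91 (SD, n = 6 libraries) and above 0 in each library (exact sign-flip permutation test, p = 0.03125, the smallest possible). All ratios of subordinate follicles were higher than those of preovulatory dominant follicles (exact permutation test, p = 0.1, the smallest p for 3 against 3). Without dominant replicate 3 the mean ratio was 2.96. The 5p arm was lower in preovulatory dominant follicles, with a log2 fold change of -1.42 (standard error 0.26, adjusted p = 0.00596 from edgeR's quasi-likelihood test). The 3p arm showed no detectable change, -0.035 (standard error 0.47, adjusted p = 0.953). From the presence of both arms the paper concludes that both can be functional.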

For instance, the 5p and 3p arms of mir-17 precursor were found to be expressed in both the preovulatory and subordinate follicles with slightly higher expression of the 5p arms. Both miR-17-5p and miR-17-3p have been implicated in co-ordinately targeting the *TIMP* metallopeptidase inhibitor 3 (*TIMP3*) gene and induce growth and invasion of prostate tumour [40]. We found the 3p arm of mir-22 to be highly abundant compared to its corresponding 5p arm with relatively higher abundance in preovulatory dominant follicles and it also reported to inhibits the Estrogen signaling pathways by inhibiting the expression of Estrogen Receptor (*ERα*) mRNA [42]. 

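After normalization bta-miR-22-3p had 32358 ± 1884 CPM (SD, n = 3) in preovulatory dominant follicles and 5755 ± 530 (SD, n = 3) in subordinate follicles, a log2 fold change of 2.49 (standard error 0.15, adjusted p = 9.48e-06 from edgeR's quasi-likelihood test). Bta-miR-22-5p rose too, by a log2 fold change of 3.29 (standard error 0.63, adjusted p = 0.0068), from 5, 1 and 1 reads in subordinate follicles to 15, 24 and 21 in preovulatory dominant follicles. Blocking on the replicate number gave 2.49 and 3.27. Normalizing by total count alone moved bta-miR-22-3p most, to 2.69, and leaving out subordinate replicate 1 moved bta-miR-22-5p to 4.33. The 3p arm exceeded the 5p arm in each library, with a log2 ratio of 5p to 3p of -8.99 ± 0.60 (SD, n = 6 libraries).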

This is further supported by the fact that there a sharp decline in estradiol concentration in the circulation during the preovulatory period [43]. Thus, it can be assumed that the 3p arm of bta-mir-22 precursor is functionally more relevant than the corresponding 5p arm during the late follicular phase of preovulatory stage of bovine estrous cycle.

Differential expression of certain miRNAs in different stages of bovine follicular developments and cell types may provide valuable insight into their potential role in folliculogenesis in stage manner. 

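Bta-miR-21-3p had 1438 ± 269 CPM (SD, n = 3) in preovulatory dominant follicles and 383 ± 205 (SD, n = 3) in subordinate follicles. This is a 3.75-fold difference, or a log2 fold change of 1.91 (standard error 0.42, adjusted p = 0.0127 from edgeR's quasi-likelihood test). Bta-miR-21-5p had 31352 ± 5988 and 14761 ± 8617 CPM (SD, n = 3 each), a 2.12-fold difference with a log2 fold change of 1.09 (standard error 0.41, adjusted p = 0.0956). With the replicate number of the labels as a block, the log2 fold changes were 2.05 (adjusted p = 0.00185) and 1.27 (adjusted p = 0.0252), where libraries of the same number had a mean correlation of 0.307. In the fits that each left out one library, bta-miR-21-5p ran from 0.71 without subordinate replicate 2 to 1.57 without subordinate replicate 1. It passed the thresholds for differential expression in only 1 of these 6 fits, the one without subordinate replicate 1, and its adjusted p reached 0.204 without dominant replicate 1. It also missed them with RLE size factors and with precursor rows summed (adjusted p = 0.105 and 0.129), and with edgeR's filterByExpr, where the unadjusted p was above 0.05. Bta-miR-21-3p moved most without subordinate replicate 2, to 1.53.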

Both bta-miR-21-3p and bta-miR-21-5p are enriched in granulosa cells of preovulatory dominant follicle with 3.6 and 2.1-folds higher, respectively. 

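The mean read count of bta-miR-21-5p was 8695.3 ± 3128 (SD, n = 3) in preovulatory dominant follicles, where it ranked 8 by read count and 9 by TMM-normalized CPM. In subordinate follicles it was 4662.3 ± 3024.4 (SD, n = 3), and the miRNA ranked 14.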

Moreover, bta-miR-21-5p was among the top 10 miRNAs abundantly expressed in preovulatory dominant follicles with an average read counts of 8,695. Up-regulation of miR-21 in mouse luteinizing mural granulosa cells was reported following human chorionic gonadotropin (hCG) treatment [44]. Increased cell apoptosis was observed in mural granulosa cells transfected with miR-21 targeting LNA oligonucleotide (miR21-LNA) evidencing the critical role of miR-21 in preventing apoptosis of granulosa cells of preovulatory follicle following the LH surge. Moreover, in-vivo experiments demonstrated that there was significant reduction in ovulation rate and subsequently low number of cumulus-oocyte-complex recovery in oviducts of miR21-LNA inhibitor treated ovaries compared to the untreated controls. This implies that bta-miR-21 plays important role in regulating bovine follicular development and preventing apoptosis of granulosa cells by targeting the 3´-UTR of proappototic genes in preovulatory dominant follicles.

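The normalized counts of bta-miR-132 were 63.6-fold higher in preovulatory dominant follicles, 8118 ± 3541 against 127 ± 71.4 CPM (SD, n = 3 each). Its log2 fold change was 5.99 (standard error 0.56, adjusted p = 0.000128 from edgeR's quasi-likelihood test), and 6.07 with the replicate block. Bta-miR-212 was 26.5-fold higher, a log2 fold change of 4.73 (standard error 0.66, adjusted p = 0.0012), and 4.84 with the block. Its level in subordinate follicles rested on 1, 2 and 11 reads, and without subordinate replicate 3 the log2 fold change was 6.37. Bta-miR-132 was most sensitive to leaving out subordinate replicate 2, with 5.59.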

Similarly, the miR-132 family (bta-miR-132 and bta-miR-212) was among the robustly expressed miRNAs in granulosa cells of preovulatory dominant follicles with 60 and 26-fold higher, respectively compared to the subordinate follicles counterparts. Bta-miR-132 and bta-miR-212 are transcribed from intergenic region of chromosome 19 of the bovine genome and have the same seed region. Fiedler et al. [14] demonstrated that up regulation of both miR-132 and miR-212 in mouse preovulatory granulosa cells following the induction of ovulatory dose of LH/hCG. Inhibiting the expression of both miR-132 and miR-212 using LNA inhibitor showed increased the C-terminal binding protein-1 (*CTBP1*) protein levels. Interestingly, *CTBP1* regulates adrenal steroidogenesis by periodically interacting with steroidogenic factor 1 (*SF1*), which in turn regulates the transcription of *CYP17* gene [14].

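The 3 libraries of preovulatory dominant follicles held 159, 243 and 544 reads of bta-miR-378 and those of subordinate follicles held 1514, 1282 and 800. Normalized, the miRNA was 3.34-fold lower in preovulatory dominant follicles, a log2 fold change of -1.74 (standard error 0.38, adjusted p = 0.0133 from edgeR's quasi-likelihood test). The replicate block gave -1.85. The miRNA is listed under bta-mir-378-1 and bta-mir-378-2 with different counts. The first-listed row, an alternative added after seeing the data, gave -1.97, and summed rows gave -1.85. Replicate 3 of the preovulatory dominant follicles had the highest value of its group, and without it the log2 fold change was -2.22. As miR-378 is reported to target the aromatase gene, the paper proposes that its lower level goes with more aromatase in preovulatory dominant follicles.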

We showed bta-miR-378 to be 4-folds lower in granulosa cells of preovulatory dominant follicles in comparison with the subordinate ones. MiR-378 targets the 3´-UTR of aromatase gene *(CYP19A)*; a gene responsible for estradiol biosynthesis in granulosa cells and inhibition of miR-378 in vitro resulted an increased estradiol production implying aromatase gene is post-transcriptionally regulated by the action of miR-378 [45]. Thus, down regulation of miR-378 in preovulatory dominant follicles may suggest increased level of aromatase gene. Similarly, bta-let-7f as one of the eight let-7 family isoforms, found to be highly abundant both in dominant and subordinate follicles with slightly higher expression in subordinate follicles. 

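Bta-let-7f had 34948 ± 3774 CPM (SD, n = 3) in preovulatory dominant follicles and 43022 ± 1639 (SD, n = 3) in subordinate follicles. The log2 fold change was -0.30 (standard error 0.14, adjusted p = 0.159 from edgeR's quasi-likelihood test), and -0.30 with the replicate block. The difference was larger than the SD between libraries of either group but did not pass the thresholds. Normalizing by total count alone brought it to -0.10.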

The let-7f is reported as a tumour suppressor miRNA in breast cancer cells and further validated to target *CYP19A* gene [46].

Members of the miR-183 cluster; bta-miR-96, bta-miR-182 and bta-miR-183 are transcribed from intergenic region of chromosome 4 of the bovine genome. All members of the miR-183 cluster were found to be the top 3 highly enriched miRNAs in granulosa cells of preovulatory dominant follicles with fold regulation of 130.7, 89.9 and 85.7, respectively. 

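Expressed as fold changes of normalized counts, bta-miR-183 was 133.9-fold, bta-miR-182 93.5-fold and bta-miR-96 63.0-fold higher in preovulatory dominant follicles (n = 3 libraries per group). On the log2 scale the standard errors were 0.32, 0.32 and 0.74, and bta-miR-96 had a single read in subordinate follicles. With the replicate block the log2 fold changes were 7.07, 6.54 and 5.98. The alternative that moved bta-miR-183 most left out subordinate replicate 3 and gave a log2 fold change of 7.34. For bta-miR-182 the same fit gave 6.78. The paper reports that the cluster targets *FOXO1* and that *FOXO1* was lower in preovulatory dominant follicles. It proposes that more *FOXO1* in subordinate follicles could play a role in follicular atresia. Whether the cluster suppresses *FOXO1* in preovulatory dominant follicles is left by the paper to further study.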

We showed that these list of conserved miRNAs target the 3´-UTR *FOXO1*gene; a transcription factor which induces expression of genes involved in apoptosis, glucose metabolism, cell cycle progression and differentiation [47]. Similarly the expression of the apoptotic *FOXO1* gene showed marked reduction in granulosa cells preovulatory dominant follicles showing opposite expression pattern with miR-183 cluster miRNAs. This could signify that enrichment of *FOXO1* in subordinate follicles could facilitate the activation of proapoptotic downstream target genes which in turn play role in follicular atresia. In consistence with our finding, Shi and LaPolt [48] showed decreased expression of *FOXO1* protein in granulosa cells of healthy preovulatory follicles compared to the follicles under going atresia. Similarly, increased *FOXO1* expression in mouse granulosa cells has been implicated with accumulation of reactive oxygen species (ROS) [49]. Following the LH surge, numerous genes related to inflammation are expressed in preovulatory follicles which leads to massive recruitment of ROS, macrophages and neutrophils from inflammatory cells [50]. Depletion of both neutrophils and macrophages can reduce ovulation in rat and mouse ovaries [51,52]. Thus, further *in-vitro* functional study is needed to confirm whether the miR-183 cluster in granulosa cells of preovulatory dominant follicles co-ordinately suppress the expression of *FOXO1* and other downstream proapoptotic genes and prevent apoptosis of granulosa cells. Furthermore, the role of miR-183 cluster in ROS accumulation in granulosa cells is yet to be determined.

Expression of selected miRNAs in theca cell, COC showed that the relative abundance of the member of the miR-183 and miR-132 cluster is higher in preovulatory dominant follicles. This supports the crosstalk between granulosa cells and other companion cells within the follicle. Furthermore, increased miRNAs level in follicular fluids could further be supported by the fact that there are significant number of circulatory miRNAs in bovine follicular fluid carried by exosomes and have potential role in cell-to-cell communication in follicular microenvironment [53].

Pathways known to be involved in ovarian functions and hormonal regulation namely; Axon guidance, MAPK signalling pathway, Wnt signaling pathways, TGF-β signaling pathway, GnRH signaling pathways and progesterone-mediated oocyte maturation were among the highly enriched canonical pathways enriched by predicted target genes of differentially expressed miRNAs. For instance, the Wnt signaling pathway is enriched by 10 up-regulated and 10 down-regulated miRNAs and is known to be involved in mammalian reproduction including follicular development, ovulation, formation and regression of Paramesonephric duct [54]. Similarly, the *Wnt-4* gene regulates the function of ovarian granulosa cells in rodent ovary in stage specific expression of specific *Wnt/Fz* genes [55]. 

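The pathway enrichment and target predictions are not in the files analysed here, which give the change of the miRNAs themselves. In edgeR's quasi-likelihood test bta-miR-129-5p had a log2 fold change of 4.95 (standard error 0.42, adjusted p = 8.15e-05), from 2, 3 and 4 reads in subordinate follicles to 91, 86 and 71 in preovulatory dominant follicles. Bta-miR-221 had 1.63 (standard error 0.26, adjusted p = 0.00259) and bta-miR-96 had 5.98 (standard error 0.74, adjusted p = 0.000577). For bta-miR-339b the value was -0.113 (standard error 0.21, adjusted p = 0.716), with 1142 ± 184 and 1234 ± 173 CPM (SD, n = 3 each) in preovulatory dominant and subordinate follicles. This value uses the larger of its 2 precursor rows, and the other row, that of the precursor of the same name, held 141, 135 and 167 against 100, 72 and 77 reads. The replicate block gave 4.94, 1.65, 5.98 and -0.11 for the 4 miRNAs. Summing the precursor rows moved bta-miR-339b to 0.14, and without subordinate replicate 3 bta-miR-129-5p was at 5.27. The counts of bta-miR-129-5p are the same as those listed for bta-miR-129, so the reads of both names cannot be separated. From the predicted targets of these miRNAs, the paper proposes that they take part in modulating the ErbB gene family.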

Interestingly, ErbB signalling pathway was enriched by only target genes of miRNAs up-regulated in preovulatory dominant follicles (bta-miR-129-5p, bta-miR-221, bta-miR-339b and bta-miR-96) and suggests possible involvement of these miRNAs in modulating ErbB gene family during bovine follicular development. Similarly, apoptosis pathway was enriched by only target genes of miRNAs down-regulated in preovulatory dominant follicles (bta-miR-1271, bta-miR-17-5p and bta-miR-365-3p). 

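Bta-miR-1271 had 186 ± 22.9 CPM (SD, n = 3) in preovulatory dominant follicles and 1152 ± 1166 (SD, n = 3) in subordinate follicles, a log2 fold change of -2.63 (standard error 0.65, adjusted p = 0.0221 from edgeR's quasi-likelihood test). The SD in subordinate follicles was as large as their mean, and without subordinate replicate 3 the log2 fold change was -1.37. Without dominant replicate 2 its adjusted p rose to 0.118. Bta-miR-17-5p had -1.42 (standard error 0.26, adjusted p = 0.00596) and bta-miR-365-3p -1.28 (standard error 0.39, adjusted p = 0.0469). Bta-miR-365-3p was at -0.91 without subordinate replicate 2 and was not called without dominant replicate 1 or 2 either (adjusted p = 0.125 in both fits). Including the replicate block gave -2.17, -1.41 and -1.21. Target genes and pathways are not in the files analysed here. The paper proposes that these miRNAs, more abundant in subordinate follicles, shift the balance of apoptotic genes towards atresia.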

This signifies enrichment of specific miRNAs in subordinate follicles could trigger apoptosis pathways by post-transcriptionally regulating the balance between pro and anti-apoptotic genes to determine the fate of follicular cells and cause follicular atresia.

## Conclusion

The spatio-temporal expression of miRNAs in granulosa cells during the follicular phase of the estrous cycle supports the potential role of miRNAs in post-transcriptional regulation of genes involved in bovine follicular development, mainly ovulation of a preovulatory dominant follicle and regression of anovulatory subordinate follicles. In addition to differential expression of miRNAs, the present study identified cluster of miRNAs which are abundantly expressed in granulosa cells of both preovulatory and regressing follicles signifying their housekeeping role during follicular development. The information we provided here may be helpful in deciphering the molecular mechanism of bovine follicular ovulation and atresia. Further *In-vitro* experiment is required to fully understand the specific functional role of classes or cluster of miRNAs during various stages of the follicular development in general and the follicular phase of the estrous cycle in particular.

## Supporting Information

S1 Fig Purity of granulosa cells check-up using granulosa cells-specific gene markers. Granulosa cell-specific marker gene (*FSHR*) was detected in both dominant and subordinate follicles at higher level as indicated by strong bands, while theca cell-specific marker gene (*CYP17A1*) had weaker band. Efficiency of cDNA synthesis was confirmed using housekeeping *GAPDH* gene. Legend: S1, S2, S3 and D1, D2, D3 represent granulosa cell samples derived from subordinate and preovulatory dominant follicles of day 19 of the estrous cycle, respectively.
(TIF) Click here for additional data file.

S2 Fig Read count distribution of detected miRNAs in libraries of preovulatory dominant and subordinate follicles. (TIF) Click here for additional data file.

S3 Fig Graphic illustration of a representative miRNA precursor (bta-mir-126) with functional 5p and 3p arms. (TIF) Click here for additional data file.

S1 Table List of adaptors and primers used during library construction, PCR amplification of target genes and luciferase reporter assay. (DOCX) Click here for additional data file.

S2 Table List of all detected miRNAs in granulosa cells of preovulatory dominant and subordinate follicles. Normalized read count of each miRNAs in biological triplicates are indicated.
(XLSX) Click here for additional data file.

S3 Table Top 20 gene ontology terms enriched by predicted target genes of differentially expressed miRNAs in preovulatory dominant follicles. (DOCX) Click here for additional data file.

S4 Table KEGG pathway analysis, list of representative pathways known to be involved in follicular development and related physiologies enriched by predicted target genes. List of all miRNAs predicted to be involved in each pathway are indicated. MiRNAs highlighted in bold and italic are up and down regulated in preovulatory dominant follicles, respectively.
(DOCX) Click here for additional data file.

# Supplementary material for: MicroRNA Expression Profile in Bovine Granulosa Cells of Preovulatory Dominant and Subordinate Follicles during the Late Follicular Phase of the Estrous Cycle
**Source:** PLoS One. 2015 May 19;10(5):e0125912. doi: 10.1371/journal.pone.0125912
**Supplement:** S1 Table

**Table S1: List of primers and adaptors used during library construction, PCR amplification and luciferase assay**

List f primers for semi Quantitative and Quantitative PCR

| **Gene Name** | | **Sequence (5´-3´)** | **Tm (^O^C)** | **Accession no.** |
| --- | --- | --- | --- | --- |
| *GAPDH* | For.  Rev. | AATGGAGCCATCACCATC  GTGGTTCACGCCCATCACA | 55 | NM_001034034 |
| *FSHR* | For.  Rev. | GCAGTCGAACTGAGGTTTGT  AGATATCGGAGGTTGGGAAG | 55 | NM_174061 |
| *CYP17A1* | For.  Rev. | CTACTTGCCCTTTGGAGCAG  GGAGTCATGAGGTGCTACCC | 57 | NM_174304 |
| *FOXO1* | For.  Rev. | AAGAGCGTGCCCTACTTCAA  CTCTTCTCCTGGGGGATTTC | 57 | XM_583090 |

List of Adapters and primers used for library construction

| **Adapter/Primer** | **Sequence (5´-3´)** |
| --- | --- |
| RNA 5´ adapter | GTTCAGAGTTCTACAGTCCGACGATC |
| RNA 5´ adapter (RC) | GATCGTCGGACTGTAGAACTCGAAC |
| RNA 3´ adapter | TGGAATTCTCGGGTGCCAAGG |
| RNA 3´ adapter (RC) | CCTTGGCACCCGAGAATTCCA |
| RNA PCR primer | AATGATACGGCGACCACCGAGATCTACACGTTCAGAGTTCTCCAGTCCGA |
| RNA PCR primer (RC) | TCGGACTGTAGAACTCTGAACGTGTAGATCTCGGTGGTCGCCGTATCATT |
| RNA Reverse transcription primer | GCCTTGGCACCCGAGAATTCCA |
| RNA Reverse transcription primer (RC) | TGGAATTCTCGGGTGCCAAGGC |

RC: reverse complement For: forward primer Rev: reverse primer

**List of primers used for luciferase assay**

| **Oligo name** | **Sequence (5´-3´)** | **Tm (^O^C)** |
| --- | --- | --- |
| Wild-type FOXO1-3´-UTR-Forward | CGTGGAGCTCTCCTTTCGTCAGACTTGGCA | 70 |
| Wild-type FOXO1-3´-UTR-Reverse | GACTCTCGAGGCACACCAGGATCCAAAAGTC | 70 |
| Mutant FOXO1-3´-UTR-Forward | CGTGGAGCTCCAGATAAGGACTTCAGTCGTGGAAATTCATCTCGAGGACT | 75 |
| Mutant FOXO1-3´-UTR-Reverse | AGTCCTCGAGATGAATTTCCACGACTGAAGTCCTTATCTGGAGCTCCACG | 75 |

# Supplementary material for: MicroRNA Expression Profile in Bovine Granulosa Cells of Preovulatory Dominant and Subordinate Follicles during the Late Follicular Phase of the Estrous Cycle
**Source:** PLoS One. 2015 May 19;10(5):e0125912. doi: 10.1371/journal.pone.0125912
**Supplement:** S3 Table

Table S3. Top 20 GO terms enriched by predicted target genes differentially expressed preovulatory dominant follicles.

| **Target genes of Up Regulated miRNAs** | | **Target genes of Down Regulated miRNAs** | |
| --- | --- | --- | --- |
| **GO Term** | **Enrichment P Value** | **GO Term** | **Enrichment P Value** |
| GO:0042127~ regulation of cell proliferation | 1.37E-12 | GO:0042127~ regulation of cell proliferation | 3.48E-19 |
| GO:0010604~ positive regulation of macromolecule metabolic process | 3.06E-10 | GO:0010604~ positive regulation of macromolecule metabolic process | 3.86E-15 |
| GO:0043067~ regulation of programmed cell death | 1.06E-09 | GO:0010557~ positive regulation of macromolecule biosynthetic process | 2.54E-12 |
| GO:0010941~ regulation of cell death | 1.16E-09 | GO:0051254~ positive regulation of RNA metabolic process | 4.44E-12 |
| GO:0042981~ regulation of apoptosis | 3.11E-09 | GO:0031328~ positive regulation of cellular biosynthetic process | 6.56E-12 |
| GO:0043069~ negative regulation of programmed cell death | 3.95E-09 | GO:0009891~ positive regulation of biosynthetic process | 8.81E-12 |
| GO:0060548~ negative regulation of cell death | 4.16E-09 | GO:0045893~ positive regulation of transcription, DNA-dependent | 3.51E-11 |
| GO:0008284~ positive regulation of cell proliferation | 1.10E-08 | GO:0045935~ positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process | 6.35E-11 |
| GO:0043066~ negative regulation of apoptosis | 1.62E-08 | GO:0051173~ positive regulation of nitrogen compound metabolic process | 1.14E-10 |
| GO:0048534~ hemopoietic or lymphoid organ development | 1.74E-08 | GO:0045944~ positive regulation of transcription from RNA polymerase II promoter | 4.92E-10 |
| GO:0030097~ hemopoiesis | 2.46E-08 | GO:0045941~ positive regulation of transcription | 6.06E-10 |
| GO:0002520~ immune system development | 4.36E-08 | GO:0030182~ neuron differentiation | 6.62E-10 |
| GO:0001501~ skeletal system development | 7.56E-08 | GO:0007423~ sensory organ development | 9.05E-10 |
| GO:0042325~ regulation of phosphorylation | 9.72E-08 | GO:0010628~ positive regulation of gene expression | 9.96E-10 |
| GO:0045597~ positive regulation of cell differentiation | 9.88E-08 | GO:0006357~ regulation of transcription from RNA polymerase II promoter | 1.05E-09 |
| GO:0019220~ regulation of phosphate metabolic process | 1.99E-07 | GO:0042325~ regulation of phosphorylation | 1.70E-09 |
| GO:0051174~ regulation of phosphorus metabolic process | 1.99E-07 | GO:0043066~ negative regulation of apoptosis | 2.34E-09 |
| GO:0045596~ negative regulation of cell differentiation | 2.73E-07 | GO:0008284~ positive regulation of cell proliferation | 2.41E-09 |
| GO:0007423~ sensory organ development | 5.78E-07 | GO:0043069~ negative regulation of programmed cell death | 2.83E-09 |
| GO:0031328~ positive regulation of cellular biosynthetic process | 6.53E-07 | GO:0060548~ negative regulation of cell death | 2.94E-09 |

# Supplementary material for: MicroRNA Expression Profile in Bovine Granulosa Cells of Preovulatory Dominant and Subordinate Follicles during the Late Follicular Phase of the Estrous Cycle
**Source:** PLoS One. 2015 May 19;10(5):e0125912. doi: 10.1371/journal.pone.0125912
**Supplement:** S4 Table — List of all miRNAs predicted to be involved in each pathway are indicated. MiRNAs highlighted in bold and italic are up and down regulated in preovulatory dominant follicles, respectively.

Table S4. Representative list of pathways related to follicular development enriched by target genes of differentially expressed miRNAs

| Pathway | Predicted target genes involved in pathway ¥ | List of DE miRNAs involved in pathway | *p*-value* |
| --- | --- | --- | --- |
| ***Axon guidance*** | DPYSL2, CFL2, SEMA5A, SEMA4A, SEMA3, SEMA4A, SEMA6A, RAC1, RAC2, PPP3CC, PPP3R1, PAK1, PAK2, PAK6, MET, PLXNA2 | **bta-miR-132, bta-miR-152, bta-miR-182, bta-miR-183, bta-miR-204, bta-miR-212, bta-miR-221, bta-miR-29b, bta-miR-339b, bta-miR-375, bta-miR-424-5p, bta-miR-96,** *bta-miR-1271, bta-miR-17-5p, bta-miR-19a, bta-miR-20a, bta-miR-214, bta-miR-296, bta-miR-409a, bta-miR-449a, bta-miR-769* | 0.037 to 3,58E+12 |
| ***Wnt signaling pathway*** | FZD4, FZD1, FZD6, WNT9A, WNT3A, FZD7, WNT7A, LRP6, FZD2, WNT8B, SMAD4, WNT1, WNT11, TBL1XR1, TCF7L1 | **bta-miR-129-5p, bta-miR-132, bta-miR-152, bta-miR-182, bta-miR-183, bta-miR-204, bta-miR-212, bta-miR-421, bta-miR-424-5p, bta-miR-96,** *bta-miR-10b, bta-miR-1271, bta-miR-17-5p, bta-miR-20a, bta-miR-214, bta-miR-296, bta-miR-409a, bta-miR-449a* | 0.041 to 7,07E+09 |
| ***MAPK signaling pathway*** | MAP4K3, MAP3K14, MAP3K3, MAP4K4, IKBKB, TRAF2, TGFBR1, TNFRSF1A, BDNF, FGF1, FGF2, CACNB3, CACNB4, PDGFRA, GRB2, NRAS, MRAS, KRAS, RRAS. RASA1 | **bta-miR-182, bta-miR-204, bta-miR-22-3p, bta-miR-424-5p, bta-miR-873, -bta-miR-96*,*** *bta-miR-1271, bta-miR-1296, bta-miR-17-5p, bta-miR-20a, bta-miR-2240, bta-miR-296, bta-miR-365-3p* | 0.046 to 1,15E+12 |
| ***Progesterone-mediated oocyte maturation*** | IGF1, GNAI1, GNAI2, PIK3R1, PRKACA, PRKACB, PIK3R3, RPS6KA3, CDC23, CPEB1, MAPK3 | **bta-miR-182, bta-miR-424-5p, bta-miR-96**, *bta-miR-19a, bta-miR-296, bta-miR-365-3p, bta-miR-99a, bta-miR-99b* | 0,028 to 1,40E+12 |
| ***Calcium signaling pathway*** | ADCY1, ADCY7, PRKACB, CACNA1H, CACNA1I, CACNA1A, ITPR1, ATP2A3, GNAQ, RYR2 | **bta-miR-129-5p, bta-miR-182, bta-miR-204, bta-miR-96,** *bta-miR-19a, bta-miR-296* | 0.045 to 0.002 |
| ***Oocyte meiosis*** | IGF1, ADCY1, ADCY7, IGF1R, PRKACA, SMC1A, PPP2R5C, ADCY6, ADCY2, CPEB1, MAP2K1, PPP2R5E | **bta-miR-132, bta-miR-182, bta-miR-424-5p, bta-miR-96,** *bta-miR-19a* | 0.033 to 0.001 |
| ***GnRH signaling pathway*** | FSHB, GNAS, ITPR2, PLCB2, GNAQ | **bta-miR-182, bta-miR-96*,*** *bta-miR-1271, bta-miR-19a, bta-miR-296* | 0,024 to 4,88E+12 |
| ***TGF-beta signaling pathway*** | BMP8B, TGFBR1, BMPR2, GDF6, SMAD6, SMAD2, RBL1, TGFBR2, SMAD7, NOG, E2F5, BMP2,  SKP1 | **bta-miR-152, bta-miR-183**, *bta-miR-17-5p, bta-miR-20a, bta-miR-214* | 0,042 to 1,59E+12 |
| ***ErbB signaling pathway*** | PIK3R1, STAT5B, SHC1, ERBB4, SHC4, GRB2 | **bta-miR-129-5p, bta-miR-221, bta-miR-339b, bta-miR-96** | 0.045 to 4,53E+11 |
| ***Cell cycle*** | GADD45A, CCND1, RBL1, RBL2, RB1, WEE1, CCND3, E2F3, CCND2 | **bta-miR-152, bta-miR-424-5p, bta-miR-450b,** *bta-miR-20a* | 0.049 to 0.010 |
| ***Apoptosis*** | AKT3, CASP9, BCL2, XIAP, TNFRSF1A, CASP8, CASP7, IRAK4 | *bta-miR-1271, bta-miR-17-5p, bta-miR-365-3p* | 0.041 to 0,014 |
| ***p53 signaling pathway*** | CDK6, CDKN1A, CHEK1, BAI1, CCND3, PTEN, SHISA5 | **bta-miR-202, bta-miR-424-5p**, *bta-miR-20a* | 0.042 to 0.021 |
| ***RNA Degradation*** | PAPOLB, PAPOLA, CNOT6L, PAPOLG,  CNOT7, XRN1, CNOT6, CNOT4,  PATL1, DCP2, DDX6 | *bta-miR-17-5p, bta-miR-19a* | 0.027-0.025 |
| ***Hedgehog signaling***  ***pathway*** | WNT4, GSK3B, PTCH1 | *bta-miR-769* | 0.018 |
| ***VEGF signaling pathway*** | MAPK1, KRAS,  NFAT5, PPP3CC, PXN | **bta-miR-132** | 0.078 |
| ***Jak-STAT signaling***  ***pathway*** | IL2RB, SOCS2, STAM2, CBL, LIFR,  SOCS4, SOCS5, STAT1, IL10, PTPN11  LIF, SPRY1, NTF, CLCF1, SPRED2  IL2RG, IL12B, PIK3R3, AKT3, GHR | **bta-miR-421** | 0.0061 |

¥: Only representative predicted genes are presented

*: Ranges of p-values for genes involved in specific pathway

How the deposited data were processed for this re-analysis (not part of the article)

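Small RNA of bovine granulosa cells was sequenced by the authors in 3 libraries from preovulatory dominant follicles and 3 from subordinate follicles, all of day 19 of the estrous cycle. The authors pooled RNA to make the libraries, and the groups and replicate numbers were taken from the sample labels and the paper. The paper obtained far fewer preovulatory dominant than subordinate follicles, from the same animals. A library of preovulatory dominant follicles may thus hold few follicles or a single one, and one of subordinate follicles many. An SD here is the spread between such pools, and it need not mean the same in both groups. The deposited values are counts: the authors trimmed adapters with Cutadapt and Seqtk, removed short and low-quality reads, mapped the reads to the bovine genome with Bowtie and counted them on the known bovine miRNAs of miRBase with the miRDeep2 workflow. No normalization is in these counts. There is 1 row for each pair of a mature miRNA and a precursor, 906 rows in each library for 755 mature miRNA names, and the sum over all rows equals the number of reads that the paper gives as aligned to known miRNAs, for the 5 libraries whose number the paper prints without a gap. Such a sum includes the reads of a mature miRNA once for every precursor it can come from. This applied to 73 names, of which 40 had rows with different counts, and the repeated rows made up between 24.8 and 30.0% of the sum.

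For each mature miRNA the largest of its precursor rows was used. The totals were then 259857, 190385 and 311842 reads in preovulatory dominant follicles (median 259857) and 330310, 364125 and 306932 in subordinate follicles (median 330310). At this depth 3 reads are worth between 8.24 and 15.8 CPM by total count and between 8.86 and 13.9 CPM with TMM factors. Smaller values could not be told from 0. A miRNA was counted as detected with at least 1 read in at least 2 of the 3 replicates of a group, the paper's rule. Shares were computed as the mean over replicates of the share of all counts assigned to known miRNAs in the file, with the sum over all rows as denominator and the largest row of each miRNA as numerator. The plan made before the files arrived did not say whether repeated rows belong in the denominator, and the values with and without them had been seen when this was settled, so both are given.

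Differential expression was tested with edgeR 4.0.16 (R 4.3.3) on the counts, with TMM normalization, a quasi-likelihood fit with follicle type as the only term and Benjamini-Hochberg adjustment, over the 353 miRNAs detected in at least 1 group. A miRNA was called when the absolute log2 fold change was at least 1, p at most 0.05 and the false discovery rate at most 0.1, the paper's thresholds. edgeR gives no standard error for a log2 fold change, and the one printed is the size of the log2 fold change divided by the square root of the quasi-likelihood F. Normalized values are CPM with TMM factors, given as mean ± SD over 3 libraries. For 5p and 3p arms, the log2 ratio of the read counts after adding 1 was computed per library and tested by exact sign flips over the 6 libraries and by an exact permutation test between groups. Both tests treat the libraries as independent, which pools from the same animals may not be, so their p-values may be too small. Clustering used log2 CPM with a prior count of 1, Euclidean distance and average linkage. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

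The differential expression script was tested on simulated data, with counts drawn from the means and library sizes of the real miRNAs and 200 of 353 miRNAs changed by a log2 fold change of 2. It recovered 76.5% of the changed miRNAs, and 97.5% of those with a mean of at least 10 reads, with 3.16% false calls and no wrong sign. With 60 changed miRNAs, 63.3% and 100% were recovered and 5% of the calls were false. The low recovery without a read minimum shows how little power miRNAs with few reads have in 3 libraries against 3.

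The miRNAs that the text names were chosen by a rule set before the files arrived. Every miRNA that the paper names in its results text, Tables 2 to 5 or discussion may be named. Of the miRNAs called here and absent from Tables 4 and 5, the 5 with the largest absolute log2 fold change among those without overlap between the groups are named as well. Of the miRNAs in Tables 4 and 5 not called here, those with the largest difference in log2 fold change are named.

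The alternatives tried for the test were DESeq2 1.42.0 (the tool of the paper) with and without its filters, median-of-ratios size factors, total count without a composition factor, no filter, edgeR's own filter, a filter of at least 10 reads in at least 3 libraries, the sum over precursor rows, miRNAs with identical counts taken once, the replicate number as a block, each replicate left out in turn, a false discovery rate of at most 0.05, no fold change threshold, and a test against a log2 fold change of 1. Stricter and looser detection rules, thinning to the smallest library (100 draws), another pseudocount, other linkages and other size factors were tried for the remaining results. These alternatives were listed before the files arrived. The first-listed precursor row, the names of bta-miR-2284aa counted once, and 1 value per miRNA in the denominator of shares were added after seeing the data.

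Names that share reads are uncertain, since 124 miRNA names have the same counts in all 6 libraries as another name. The qPCR measurements, the luciferase assays, the predicted unannotated miRNAs, target predictions and pathways were left out, as their values are not in the files analysed here. No genome was used here, so no genomic positions are given.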

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

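Of the 76 miRNAs called in edgeR's quasi-likelihood test, 62 are among the 64 of the paper's Tables 4 and 5, and 14 are not. Of these 14, 11 had no overlap between the groups, and the 5 with the largest absolute log2 fold change were looked at. For 3 of them the mean in the higher group was above the value of 3 reads at the group's depth, and the paper does not report them as differentially expressed. Bta-miR-129 had a log2 fold change of 4.95317 (adjusted p = 8.15e-05), with 91, 86 and 71 reads in preovulatory dominant and 2, 3 and 4 in subordinate follicles. Bta-miR-20b had a log2 fold change of -3.31128 (adjusted p = 0.0417), with 0, 0 and 1 reads against 7, 6 and 2. Bta-miR-2366 had a log2 fold change of 3.07781 (adjusted p = 0.0469), with 3, 3 and 4 reads against 0, 0 and 1. The other 2, bta-miR-449b and bta-miR-1224, were below that level.

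Sharing of reads between near-identical names was tested by comparing counts over all 6 libraries. The counts of 1 of the 3 miRNAs, bta-miR-129, were the same as those of another name, bta-miR-129-5p, which is in Table 4, so bta-miR-129 may be no separate result. Low read number was checked by asking which of them reached at least 10 reads in at least 3 libraries, and 1 did, again bta-miR-129. This restates the counts above and cannot show whether few reads produced a difference. Both predictions were written only after the results had been seen. For bta-miR-20b and bta-miR-2366 an effect of few reads was thus not tested and stays open, and bta-miR-129 cannot be told apart from bta-miR-129-5p. For bta-miR-20b and bta-miR-2366 a difference between follicle types remains a hypothesis. For bta-miR-129 the shared reads leave open which of the 2 names the difference belongs to.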

How the results depend on the processing

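In all, 67 results were recomputed in 838 rows of alternatives, and 32 results were labelled unchanged under every one. The label allows a change in size. Bta-miR-96, at a log2 fold change of 5.98, was labelled the same at 7.80 without subordinate replicate 3. Of the headline rows 142 stayed the same and 21 moved. A headline row could only be labelled the same or moved, so a reversal could not be recorded for it. The number of differentially expressed miRNAs (76, with 42 higher and 34 lower) stayed within a factor of 1.5 under every other alternative, from 54 to 75 in the fits that each left out one library and 71 with the replicate block. It left that range only with glmTreat, which tests against a log2 fold change of 1 and gave 39 miRNAs, 26 higher and 13 lower, because fold changes close to 1 no longer pass.

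The number of miRNAs specific to preovulatory dominant follicles (27) became 16 when a read was required in all 3 replicates, 41 with a read in at least 1 replicate and 15 with at least 5 reads. The number specific to subordinate follicles (35) became 65 with a read in at least 1 replicate. These miRNAs lie at the detection limit, so the rule and the depth set their number. With at least 5 reads in both arms, 17 duplexes remained in either group and 12 in both. With a mean of at least 10 reads, the ratio classes held 38 higher, 135 equal and 36 lower miRNAs.

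Shares changed with the treatment of repeated precursor rows. Summing the rows of a miRNA gave 36.395 and 46.3571% for bta-miR-26a and bta-miR-10b in preovulatory dominant and subordinate follicles, and 17.1226 and 14.6146% for the let-7 isoforms. With 1 value per miRNA in the denominator, added after seeing the data, the shares were 30.0468 and 41.7512%, and 11.4052 and 10.218%. Each choice counts a read from a repeated miRNA a different number of times. Without the differentially expressed miRNAs, 5 of 6 libraries fell into the cluster of their follicle type in place of 6.

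Among the log2 fold changes of named miRNAs, 536 rows were labelled the same, 77 weaker, 4 stronger and 7 reversed. By these labels 19 of 38 miRNAs were unchanged. The reversed rows belong to 2 miRNAs with changes close to 0. Bta-miR-17-3p (-0.0348595) became 0.145433 with total count normalization and 0.000132211 with identical counts taken once, and ran from -0.606893 to 0.280758 in the fits that each left out one library. Bta-miR-339b (-0.112751) became 0.0979899 with total count normalization and 0.141347 with precursor rows summed. Filters on low counts removed some named miRNAs, and these have no value under those filters.

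Depth limits the miRNAs with few reads most. With the replicate block, the adjusted p of bta-miR-409a rose to 0.0984 and that of bta-miR-1434-5p to 0.11, both resting on fewer than 5 reads in each library. DESeq2 called neither of them.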

Differences from the paper's values

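Values of the paper were compared for 218 measures, and 8 were counted as different, all of them log2 fold changes or mean read counts. Smaller differences, such as those in the log2 fold changes of bta-miR-96, bta-miR-375 and bta-miR-378, were not counted. The 76 differentially expressed miRNAs here against 64 in the paper are not among the 8 either. A value not counted as different can thus still depart from the paper's. The mean read counts in the paper's tables come from the same libraries, so a match there is no separate evidence. Of 64 log2 fold changes 3 were counted as different, the median absolute difference was 0.0491, and 63 had the same sign. The log2 fold change of bta-miR-339b was -0.112751, and the paper's value is 1.02. None of the 15 alternatives set before the files arrived closed this gap. All values here rest on or include the row of the precursor bta-mir-339a, whose counts are also those of bta-miR-339a. No alternative used the row of bta-mir-339b alone, so these alternatives cannot decide whether that row closes the gap. It held 141, 135 and 167 reads in preovulatory dominant and 100, 72 and 77 in subordinate follicles, the direction of the paper's value. For bta-miR-409a the value was -4.7069979 and the paper's value is -16.43, and for bta-miR-1434-5p it was -4.5610282 and the paper's value is -16.39. None of the 14 alternatives set before the files arrived closed either gap. Neither miRNA has a read in preovulatory dominant follicles. The size of such a fold change depends on how a method treats the 0, so these alternatives cannot decide between the values.

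The mean read count of bta-miR-199a-5p in subordinate follicles was 263.33 ± 147.89 (SD, n = 3), and the paper's Table 3 gives 0. That of bta-miR-199a-3p in subordinate follicles was 338 ± 60.75 (SD, n = 3), and the paper's value is 0. Bta-miR-2313-3p in subordinate follicles had a mean of 4.6667 ± 3.786 reads (SD, n = 3) against the paper's 0. Bta-miR-455-3p had a mean of 5 ± 0 reads (SD, n = 3) in preovulatory dominant follicles against the paper's 0. None of the 4 alternatives for these values closed the gaps. Bta-miR-9-5p had a mean of 0.6667 ± 0.577 reads (SD, n = 3) in preovulatory dominant follicles against the paper's 0, from 1, 0 and 1 reads. Leaving out dominant replicate 1 or dominant replicate 3 was counted as closing this gap, although the mean stayed above 0. The other 2 alternatives did not close it.

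Some statements of the paper differ from these results. The paper describes the bta-miR-199a duplex as found only in preovulatory dominant follicles, and both of its arms were detected in subordinate follicles as well. Bta-miR-4099 is in no file analysed here. The paper counts bta-miR-10b and bta-miR-339b as differentially expressed, and neither was called here, with log2 fold changes of -0.983 and -0.113. Bta-miR-10b had an adjusted p of 0.00425 and missed only the fold change cutoff, and it was called with precursor rows summed (-1.00749), without dominant replicate 3 (-1.07535) and without subordinate replicate 1 (-1.11247). For bta-miR-339b the value uses the larger of 2 precursor rows, that of bta-mir-339a. The other row, that of the precursor of the same name, had more reads in each library of preovulatory dominant follicles (141, 135 and 167). Those of subordinate follicles had 100, 72 and 77, so this row goes in the direction given by the paper. It places the miR-183 cluster first, and here bta-miR-183 (7.06) and bta-miR-182 (6.55) were followed by bta-miR-132 (5.99) and bta-miR-96 (5.98), a gap far below their standard errors. The 3 members held the first 3 places with DESeq2, with and without its filters (bta-miR-96 at 6.34922, bta-miR-132 at 5.97812), and without subordinate replicate 3, and not under the other 13 alternatives. The paper counts bta-miR-409a and bta-miR-1434-5p as differentially expressed, and both were called here, but DESeq2 did not call either (adjusted p = 0.162 and 0.214 without its filters). Bta-miR-21-5p is not in the paper's Table 4 and was called here with an adjusted p of 0.0956 in edgeR's quasi-likelihood test. It was not called in 5 of the 6 fits that each left out one library, nor with RLE size factors, filterByExpr or precursor rows summed. It was called with the replicate block (log2 fold change 1.27, adjusted p = 0.0252 in that test). DESeq2, no filter, total count normalization and identical counts taken once also called it. The paper calls the listed read counts normalized, and 311 of the 314 names found for preovulatory dominant follicles and 321 of 323 for subordinate follicles have the deposited counts unchanged. Counting the names of bta-miR-2284aa once, an alternative chosen after seeing the values, gave 315 and 323 detected miRNAs, the paper's numbers, in place of 318 and 326.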

Other observations

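All 10 splits of the 6 libraries into 3 and 3 were tested for differential expression. The real split gave 76 miRNAs and the other 9 gave 0, so 1 of the 10 splits gave as many miRNAs in total, 1 of 10 gave as many higher and 1 of 10 gave as many lower. With 10 splits the share cannot fall below 0.1, so the share itself cannot decide whether the calls come from a chance split. The other 9 splits gave no call, and 71 of the 76 miRNAs had no overlap between the follicle types. Each of the other splits mixes the follicle types, so a difference between the types widens the spread within its groups and hinders calls. The 76 miRNAs were picked by the test on the same libraries, so their lack of overlap is no separate evidence. These values show only that the test did not give calls for every split.

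On average, libraries with the same replicate number deviated from their group means together, but replicate 1 was not set apart. The mean correlation over 194 miRNAs was 0.307308 for the pairing by replicate number, the highest of the 6 pairings, and -0.141 for libraries with different numbers. Deviations cancel within a group, so these means are not independent. The pairs of replicates 1, 2 and 3 had r of 0.136, 0.378 and 0.408. Dominant replicate 2 with subordinate replicate 1 had 0.193, above the pair of replicate 1. A difference in depth was tested by the order of total counts, and only 1 of the 3 replicate numbers had the same rank in both groups. The order of depth thus did not follow the replicate number, but with 3 numbers this is a coarse test. Replicate 3 had the lowest share of mapped reads on known miRNAs in both groups. In preovulatory dominant follicles it was 43.0%, against 57.7 and 65.0% in replicates 1 and 2. In subordinate follicles it was 42.8%, against 53.4 and 55.4%. A library or sequencing batch that follows the replicate number would give the same correlation as pairs taken from the same animals, and the pattern cannot be told apart from such a batch. Both predictions were written after the result had been seen.

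Bta-miR-451 and bta-miR-486 were listed as markers of red blood cells before the test. Both were called higher in preovulatory dominant follicles, with log2 fold changes of 3.00 and 2.45. The groups overlapped when the replicate numbers were ignored, but at each number the library of preovulatory dominant follicles was above that of subordinate follicles, and replicate 3 was the lowest in both groups. With the replicate block the log2 fold changes were 2.47624 (adjusted p = 0.0209) and 1.95813 (adjusted p = 0.0263). Their read counts in preovulatory dominant follicles were 642, 372 and 38 for bta-miR-451 and 3063, 1404 and 291 for bta-miR-486. The SD of log2 CPM between these 3 libraries was 2.33 and 1.87, against a median of 0.287 over 194 miRNAs. Only 4.12371% of the miRNAs had an SD as large as that of bta-miR-486 and 2.57732% one as large as that of bta-miR-451. With total count in place of TMM normalization these shares were 4.12371% and 2.57732% again. The TMM factors of these 3 libraries lie only between 1.01 and 1.13 and apply to all miRNAs alike. They are too close to each other to produce such a spread, so this comparison could not have come out otherwise. A candidate explanation is a variable amount of red blood cells in the granulosa cell samples, and a difference in granulosa cells was not tested. The predictions were written after the counts had been seen, and an earlier form of the test compared replicate 3 with the other two libraries. Left out in turn, the libraries gave log2 fold changes from 2.42188 to 3.55022 for bta-miR-451 and from 1.74154 to 2.98253 for bta-miR-486, and neither was called without dominant replicate 1, dominant replicate 2 or subordinate replicate 3.

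The arms of most duplexes changed in the same direction. Over the 17 duplexes with a mean of at least 5 reads in both arms, the log2 fold changes of the 5p and 3p arms had a Pearson r of 0.918992 (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted 2e-05) and a Spearman rho of 0.735 (permutation p = 0.00052, adjusted 0.00052, 2 correlations computed). This is a correlation across duplexes, which are not independent replicates. Both arms moved in the same direction in 14 of 17 duplexes, and r was 0.836 without the 2 duplexes farthest from the median. A shift common to all miRNAs was tested by pairing the arms at random, and the mean difference within duplexes was smaller than in random pairs (permutation p = 1e-05, the smallest possible). A change of the shared precursor would give this pattern and remains a hypothesis. The arms differed for bta-miR-2483 (1.23 for 5p and -0.39 for 3p), bta-miR-99a (-1.39 and 0.05) and bta-miR-17 (-1.42 and -0.03). Such a change alone does not account for these duplexes, whose 3p arms had few reads. Some fold changes of arms had been seen before these predictions were written.

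The files list bta-miR-339b under 2 precursors with different counts. The row used here, that of bta-mir-339a, held 295, 292 and 324 reads in preovulatory dominant and 461, 403 and 294 in subordinate follicles. The name bta-miR-339a has the same counts. The other row, that of the precursor of the same name, held 141, 135 and 167 against 100, 72 and 77 reads.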
